# PHF19 mediated regulation of proliferation and invasiveness in prostate cancer cells

**DOI:** 10.7554/eLife.51373

**Published:** 2020-03-10

**Authors:** Payal Jain, Cecilia Ballare, Enrique Blanco, Pedro Vizan, Luciano Di Croce

**Keywords:** Polycomb, phf19, prostate cancer, Human

## Abstract

The Polycomb-like protein PHF19/PCL3 associates with PRC2 and mediates its recruitment to chromatin in embryonic stem cells. PHF19 is also overexpressed in many cancers. However, neither PHF19 targets nor misregulated pathways involving PHF19 are known. Here, we investigate the role of PHF19 in prostate cancer cells. We find that PHF19 interacts with PRC2 and binds to PRC2 targets on chromatin. PHF19 target genes are involved in proliferation, differentiation, angiogenesis, and extracellular matrix organization. Depletion of PHF19 triggers an increase in MTF2/PCL2 chromatin recruitment, with a genome-wide gain in PRC2 occupancy and H3K27me3 deposition. Transcriptome analysis shows that PHF19 loss promotes deregulation of key genes involved in growth, metastasis, invasion, and of factors that stimulate blood vessels formation. Consistent with this, *PHF19* silencing reduces cell proliferation, while promotes invasive growth and angiogenesis. Our findings reveal a role for PHF19 in controlling the balance between cell proliferation and invasiveness in prostate cancer.

## Introduction

Polycomb group (PcG) proteins are transcriptional regulators involved in embryonic development, cell differentiation, and maintenance of cell identity. Deregulation of PcG has been linked to anomalous activation of differentiation pathways, carcinogenesis and cancer progression (Margueron and Reinberg, 2011; Schuettengruber et al., 2017; Pasini and Di Croce, 2016). PcG proteins form two major Polycomb repressive complexes (PRC): PRC1, responsible for the deposition of H2AK119ub1, and PRC2, which catalyzes H3K27 methylation (Di Croce and Helin, 2013). The PRC2 core, formed by EZH1/2, SUZ12, EED, and RBBP4/7, can interact with additional accessory proteins that modulate its function; these include Polycomb-like proteins (Vizán et al., 2015). The *Polycomb-like* (*Pcl*) gene was originally discovered in *Drosophila melanogaster* and presented the same mutant phenotypes as the Polycomb genes (Duncan, 1982). Three mammalian paralogs of *Drosophila Pcl*, termed *PHF1/PCL1*, *MTF2/PCL2*, and *PHF19/PCL3*, have been characterized to date, mainly in the context of mouse embryonic stem cells (ESCs) (Cao et al., 2008a; Sarma et al., 2008; Casanova et al., 2011; Walker et al., 2010; Ballaré et al., 2012; Brien et al., 2012). PHF19 plays a pivotal role in gene silencing through its ability to recognize the epigenetic mark H3K36me3 on active genes *via* its Tudor domain, and mediate PRC2 recruitment (Ballaré et al., 2012; Brien et al., 2012). Similar properties were later reported for the other members of the PCL family (Cai et al., 2013; Li et al., 2017). The above-mentioned studies extensively describe these mechanisms for ESCs, in which silencing of lineage-specific genes is essential to maintain pluripotency.

In humans, *PHF19* encodes a long (PHF19L) and a short (PHF19S) isoform, that are generated by alternative splicing and are both overexpressed in a wide variety of cancers (Wang et al., 2004; Boulay et al., 2011). PHF19 interacts with the tumor suppressor HIC1 and thus mediates PRC2 recruitment to a subset of HIC1 target genes (Boulay et al., 2012). Further, through the induction of PHF19, p-Akt has been reported to promote melanoma progression, (Ghislin et al., 2012). In addition, PHF19 can promote proliferation in hepatocellular carcinoma, glioma, and ovarian cancers (Xu et al., 2015; Lu et al., 2018; Tao et al., 2018) and can induce glioblastoma progression, mediated by β-catenin (Deng et al., 2018). However, despite these efforts to understand the role of PHF19 in different cancer models, a comprehensive analysis that identifies the genetic targets and pathways controlled by PHF19 has so far not been reported.

Enhancer of Zeste 2 (EZH2), the enzymatic component of PRC2 that methylates of lysine 27 at histone H3, is often overexpressed in prostate cancer (Koh et al., 2011; Bracken, 2003; Varambally et al., 2002). EZH2 overexpression is associated with the acquisition of new PRC2 targets, including tumor suppressors, and with poor outcome in disease (Cao et al., 2008b; Shin and Kim, 2012; Wu et al., 2014; Wee et al., 2014; Ding et al., 2014). In addition, cooperation of EZH2 with the androgen receptor and with DNA methyltransferases can reinforce PRC2 mediated-silencing at target genes (Zhao et al., 2012; Moison et al., 2013; Moison et al., 2014). Further, an oncogenic function of EZH2 in prostate cancer, independent of its role as a transcriptional repressor, was also reported. This involves the ability of EZH2 to switch from a Polycomb repressor to a co-activator for critical transcription factors including the androgen receptor (Xu et al., 2012). Whether or how PHF19 modulates the function and targets of the EZH2 in prostate cancer remains to be explored.

In this study, we report a novel role for PHF19 in controlling the balance between growth and invasiveness in prostate cancer. We show that PHF19 interacts with PRC2, and that both co-localize at chromatin. Depletion of PHF19 causes upregulated MTF2/PCL2 expression and increased MTF2 recruitment to chromatin, along with a genome-wide gain in PRC2 occupancy and increased H3K27me3 deposition. This in turn leads to transcriptional deregulation of key genes involved in the control of proliferation, angiogenesis, metastasis, and invasion. Finally, with the loss of PHF19, prostate cancer cells switch to a less proliferative but more aggressive phenotype.

## Results

### PHF19L interacts with the PRC2 complex in prostate cancer cells

Two isoforms of PHF19 are generated in humans: PHF19L has a Tudor domain, two PHD fingers, an extended homology (EH) domain, and a chromo-like domain, while PHF19S, contains only the N-terminal Tudor and PHD1 domains (Figure 1A). To investigate the role of PHF19 in prostate cancer, we first evaluated its expression in two common human prostate cancer cell models, the poorly-differentiated metastatic PC3 and DU145 cell lines, as well as in a normal counterpart, the prostate epithelial cell line RWPE1. PHF19L/S were both expressed in PC3 and DU145 cells, and at higher levels as compared to those in RWPE1 cells (Figure 1B).

**Figure 1.**
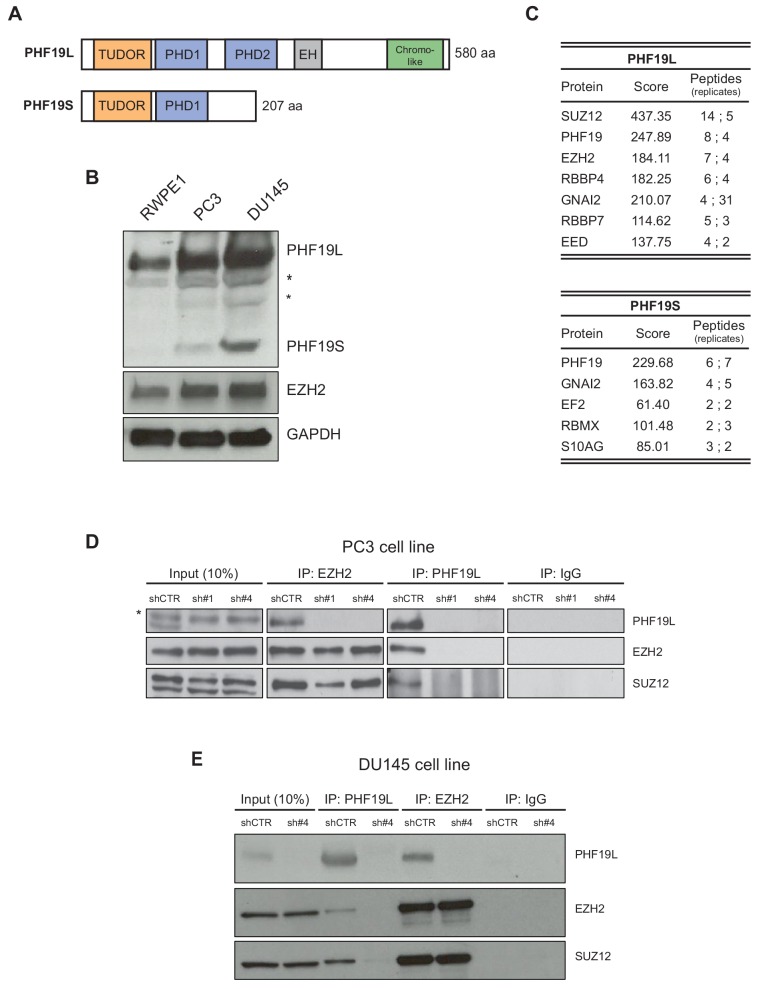
PHF19L associates with PRC2 in prostate cancer cells. (**A**) Schematic representation of PHF19L and PHF19S and their domains. (**B**) Western blot analysis showing expression of PHF19L, PHF19S, EZH2, and GAPDH in RWPE1, PC3, and DU145 cells. *, non-specific bands (**C**) Summary of the main interactors of PHF19L and PHF19S identified by mass spectrometry (MS). PC3 cells stably expressing FLAG-tagged PHF19L or PHF19S, or FLAG-tagged empty vector (control), were subjected to FLAG affinity purification followed by MS. The table displays the score and the peptide count from two independent experiments. (**D,E**) Endogenous co-immunoprecipitation (IP) of PHF19L with EZH2 or SUZ12 in control (shCTR) and PHF19L-depleted (shPHF19L#1 or shPHF19L#4) PC3 cells (**D**) or DU145 cells (**E**). IgG was used as a control. *, non-specific band.

**Figure 1—figure supplement 1.**
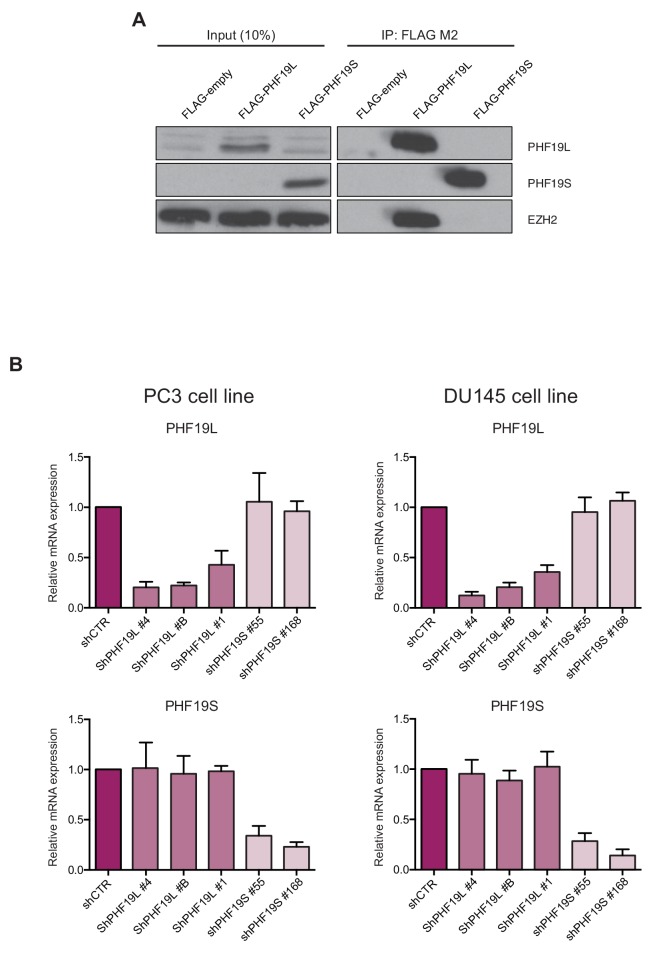
PHF19L associates with PRC2 in prostate cancer cells. (**A**) Co-immunoprecipitation (IP) of FLAG-tagged proteins in PC3 cells overexpressing FLAG-PHF19L, FLAG-PHF19S, or FLAG-Empty. IP experiments were performed using anti FLAG-M2 antibody followed by EZH2 and PHF19L detection by Western blot. (**B**) RT-qPCR showing expression of the PHF19L (upper panels) and PHF19S (lower panels) isoforms in PC3 (left panels) and DU145 (right panels) cells. Cells were transduced with lentivirus expressing different shRNAs against PHF19L (shPHF19L#1, shPHF19L#4 or shPHF19L#B), PHF19S (shPHF19S#55 or shPHF19S#168) or a control shRNA (shCTR). Results are shown relative to shCTR and are normalized to the housekeeping gene *RPLPO*. Data represent mean ± SD from three biological replicates.

We then analyzed protein interactors for each PHF19 isoform by mass spectrometry (MS). To this end, PC3 cells stably expressing a FLAG-tagged version of PHF19L or PHF19S, or a FLAG-tagged empty vector (as a control) were generated, and subjected to FLAG affinity purification followed by MS. As previously reported for ESCs (Ballaré et al., 2012; Brien et al., 2012), PHF19L mainly interacted with the core subunits of the PRC2 complex. On the other hand, PHF19S did not interact with any PRC2 component (Figure 1C). This suggests that PHF19L and PHF19S have different functions in prostate cancer. Co-immunoprecipitation assays confirmed that only FLAG-PHF19L interacted with EZH2 (Figure 1—figure supplement 1A). We then validated the interaction of PHF19L with the PRC2 complex at endogenous level. Indeed, PHF19L co-immunoprecipitated with EZH2 and SUZ12 in PC3 and DU145 cells (Figure 1D,E). Depletion of PHF19L with specific short hairpin RNAs (shRNAs) disrupted these interactions but did not affect the stability of the PRC2 complex, as the association between the core subunits EZH2 and SUZ12 remained unchanged (Figure 1D,E). In addition, by using specific knockdowns for each PHF19 isoform, we confirmed that the depletion of one of the isoforms had no impact on the expression of the other (Figure 1—figure supplement 1B).

### PHF19L co-localizes with PRC2 on chromatin

We next investigated the cellular localization of PHF19 in DU145 and PC3 cells. Cell fractionation revealed that, in both prostate cancer cell lines, PHF19L is mainly present on chromatin, whereas PHF19S is cytoplasmic (Figure 2A). Moreover, ectopically overexpressed PHF19S in DU145 cells was also only present in the cytoplasm, indicating that the lack of signal of PHF19S on chromatin was not due to technical limitations in detecting low levels of protein (Figure 2—figure supplement 1A).

**Figure 2.**
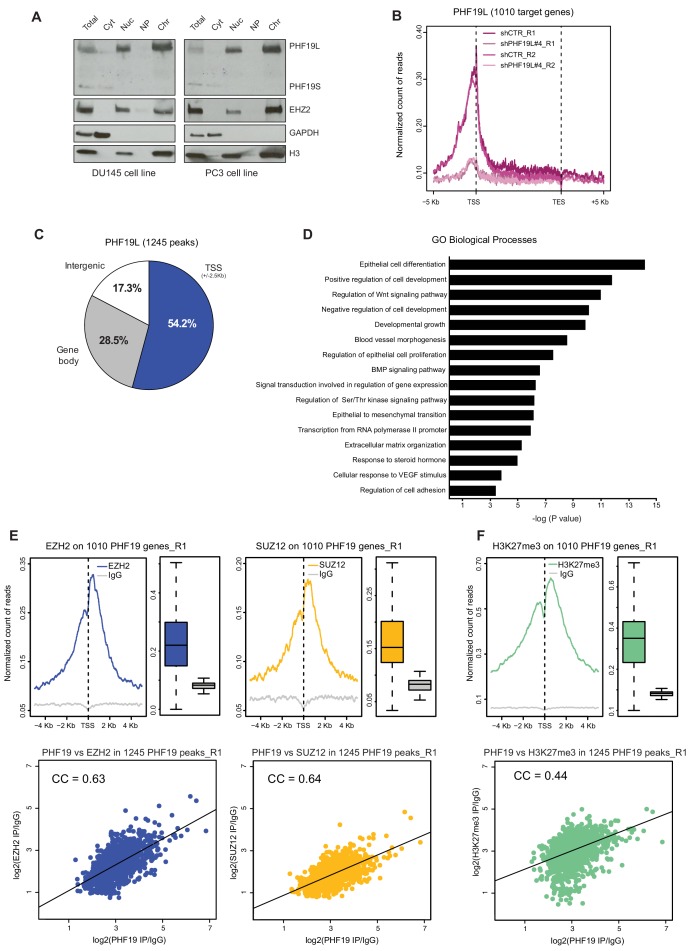
PHF19L co-localizes with PRC2 complex on chromatin. (**A**) Cell fractionation followed by Western blot analysis in DU145 (left) and PC3 (right) cells, showing that PHF19L is mainly present in the chromatin and PHF19S, in the cytoplasm. Total, total cell extract; Cyt, cytoplasm; Nuc, nucleus; NP, nucleoplasm; Chr, chromatin. (**B**) Metagene profile showing enrichment of PHF19 ChIP-signal along the 1010 PHF19L target genes in control (shCTR) and PHF19L knockdown (shPHF19L#4) cells, for two independent biological replicates (R1 and R2). Enrichment levels are normalized for the total number of reads of each sample. (**C**) Pie chart representing the distribution of PHF19L binding sites (ChIP-seq peaks) in the indicated genomic regions. (**D**) Gene ontology (GO) analysis of biological processes of PHF19L target genes in DU145 cells. (**E,F**) (Top) TSS (± 5 kb) enrichment plots of the indicated ChIP-seq experiments (Replicate 1) at the 1010 PHF19L target genes in DU145 cells. Boxplots showing the corresponding distribution of values are presented next to each TSS plot. Enrichment levels are normalized for the total number of reads of each sample. (Bottom) Scatter plots comparing the ChIP-seq enrichment signals (IP/IgG) of PHF19L against EZH2 (E, left panel), SUZ12 (E, right panel), or H3K27me3 (**F**) in the 1245 PHF19L ChIP-peaks. CC is the correlation between each pair of variables (P value ≤ 10^−16^ in all 3 cases). P values were computed using Pearson’s product-moment correlation.

**Figure 2—figure supplement 1.**
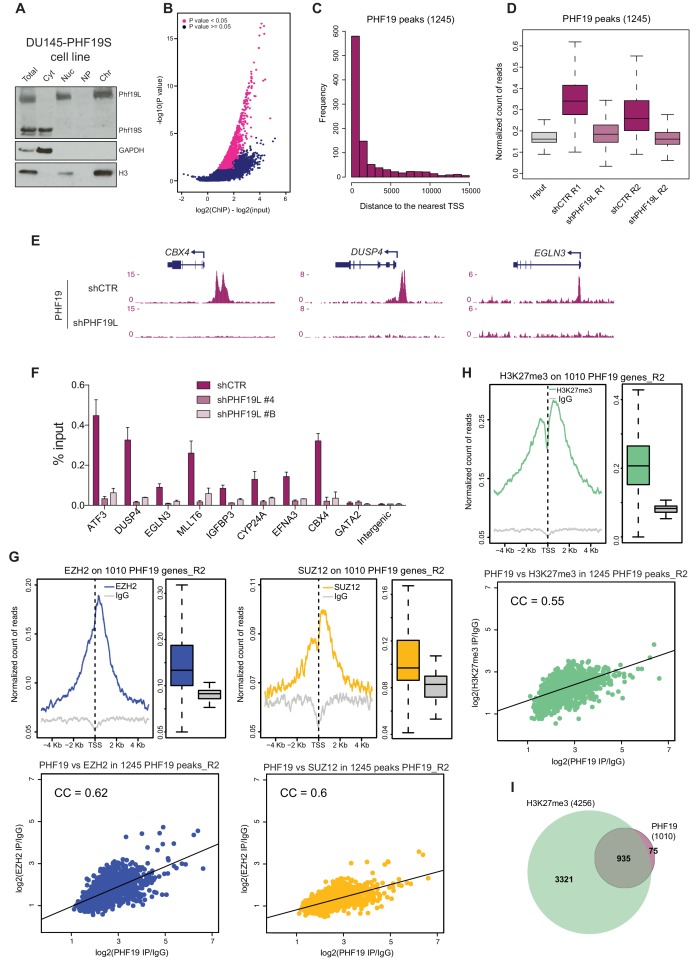
PHF19L co-localizes with PRC2 complex in chromatin. (**A**) Cell fractionation in DU145 cells overexpressing PHF19S followed by Western blot analysis, showing that PHF19L is present on chromatin, and PHF19S in the cytoplasm. Total, total cell extract; Cyt, cytoplasm; Nuc, nucleus; NP, nucleoplasm; Chr, chromatin. (**B**) Volcano plot of the 1,245 PHF19L significant peaks identified by DiffBind (P value < 0.05 and FDR < 0.2) introducing two biological replicates of each sample (ChIP and Input). The *x*-axis represents the difference in the number of reads at each peak between ChIPs and the corresponding inputs. The *y*-axis represents the significance of the peaks (–log P value). (**C**) Histogram showing the distribution of PHF19L binding sites (ChIP-seq peaks) relative to the nearest TSS. The *x*-axis represents relative distance (bp) from the peak summit to the TSS, and the *y*-axis, the number of peaks in each class. (**D**) Boxplot showing PHF19 ChIP-seq signal intensity at the 1245 binding sites in two independent replicates (R1 and R2) of control (shCTR) and PHF19L knockdown (shPHF19L#4) DU145 cells. PHF19L knockdown cells showed strongly reduced binding, demonstrating the specificity of the antibody. Input signal is shown as negative control. Values associated to the peaks were normalized by the total number of reads of each ChIP-seq experiment. (**E**) UCSC genome browser screenshots of three PHF19L target genes showing the profiles of the corresponding ChIP-seq experiments in control and PHF19L knockdown (shPHF19L#4) DU145 cells. (**F**) ChIP-qPCR validation of eight representative PHF19L binding sites and two negative controls (GATA2 and an intergenic region) in control (shCTR) and PHF19L-depleted (shPHF19L#4 and shPHF19L#B) DU145 cells. Data represent the mean ± SD from three biological replicates. (**G,H**) (Top) TSS (± 5 kb) enrichment plot of the indicated ChIP-seq experiments (Replicate 2) at the 1,010 PHF19L target genes in DU145 cells. Boxplots showing the corresponding distribution of values are shown next to each TSS plot. Enrichment levels are normalized for the total number of reads of each sample. (Bottom) Scatter plots comparing the ChIP-seq enrichment signals (IP/IgG) of PHF19 against EZH2 (G, left panel), SUZ12 (G, right panel), or H3K27me3 (**H**) in the 1,245 PHF19 peaks for the second set of replicates. CC is the correlation between each pair of variables (P value ≤ 10^−16^ in all cases). P values were computed using Pearson’s product-moment correlation. (**I**) Venn diagram showing a significant overlapping between the 1,010 PHF19L target genes and the 4,256 H3K27me3 target genes in DU145 cells (P value ≤ 10^−16^; Fisher’s exact test).

In order to explore the role of PHF19L on chromatin in prostate cancer, we carried out chromatin immunoprecipitation using an anti-PHF19 antibody followed by high-throughput sequencing (ChIP-seq) in DU145 cells. 

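DU145 is a prostate cancer cell line derived from a brain metastasis, and shCTR cells are DU145 cells that carry a control short hairpin RNA. In ChIP-seq, DNA crosslinked to a protein is precipitated with an antibody and sequenced, and a peak is a stretch of the genome with more reads in the ChIP than in its control. The authors mapped the reads to hg19 (GRCh37), kept those that mapped to 1 place, and ran MACS on each replicate separately. Their deposited lists for the 2 shCTR replicates held 1072 and 14218 PHF19 peaks, which covered 2.13 and 16.8 Mb of the genome. Of the replicate 1 peaks, 846 (78.9%) were overlapped by a replicate 2 peak, whereas 834 (5.87%) of the replicate 2 peaks were overlapped by a replicate 1 peak. The value given per peak is the authors' own and is on another scale in each list. It is a number of tags from 26 to 1035 in replicate 1 and a MACS score from 50 to 3200 in replicate 2. The lists hold no read totals, so the depth of the libraries is unknown. The authors' deposited DiffBind table compares both ChIP replicates with their inputs and gives, for each region, the mean log2 concentration of reads in each group, their difference (the log2 fold), a P value and an FDR. It holds no value per replicate. The PHF19 libraries of shPHF19L#4 cells and the inputs were not analysed here. From these files, overlaps of at least 1 bp were counted, and genes were taken from GENCODE release 44 mapped to GRCh37, whereas the authors used RefSeq. A target gene was 1 of 20163 protein-coding genes with a region between 2.5 kb upstream of its start and its end.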

To ensure the specificity of the detected sites, ChIP-seq assay was also performed in PHF19L-depleted (shPHF19L#4) cells. We performed two independent biological ChIP-seq replicates to assess the statistical significance of the results. Differential binding analysis (DiffBind) (Ross-Innes et al., 2012) identified a total of 1245 significant PHF19-binding regions (peaks, P value < 0.05 and FDR < 0.2), corresponding to 1010 target genes (Supplementary file 1, Figure 2—figure supplement 1B). 

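The authors' deposited table held 1245 PHF19 regions with a largest FDR of 0.169, of which 636 had an FDR under 0.05. In this table the median log2 fold over input was 1.58. The median width of the regions was 2298 bp, from 738 to 16001 bp. In the MACS lists, 784 of the regions (63.0%) were overlapped by a replicate 1 peak, 1196 (96.1%) by a replicate 2 peak and 746 (59.9%) by peaks of both. The regions overlapped the interval of 936 protein-coding genes. Of the 1010 symbols on the paper's list of target genes, 831 matched a protein-coding gene of this annotation, and 826 of those 831 were among the 936. With the 636 regions alone, the number of target genes was 509.
The region with the smallest P value in the authors' table lay in an intron of ATF3, on chromosome 1 of GRCh37 from 212777347 to 212782010, with a log2 fold of 4.13. Its midpoint was 2424 bp from the nearest start site, also of ATF3, so it overlapped a promoter (2.5 kb on each side of the start). The next 4 regions by P value had log2 folds between 3.98 and 4.33. They were an intergenic region on chromosome 7 from 64973817 to 64975667, a region over the transcription start site of IGF2BP3 on chromosome 7 from 23506480 to 23512292, an intergenic region on chromosome 9 from 69785202 to 69788089, and a region over the transcription start site of FOXI3 on chromosome 2 from 88750312 to 88754357.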

PHF19 was mainly bound near the transcription start site (TSS) of the target genes (Figure 2B,C and Figure 2—figure supplement 1C). 

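The midpoint of the PHF19 regions lay a median of 1146 bp from the nearest transcription start site of a protein-coding transcript. It lay within 1 kb of one in 592 of 1245 regions (47.6%) and more than 50 kb away in 172. With a region counted in every class it overlaps, as the paper's methods describe, 795 regions overlapped a promoter (2.5 kb on each side of the start), 310 the rest of a gene and 404 the sequence between genes. These were 52.7%, 20.5% and 26.8% of the counted overlaps. The window moved the first of these the most among the alternatives chosen before the data were examined: with 1 kb on each side, promoters took 35.5% of the counted overlaps. The regions that overlapped a promoter then numbered 750, while those that overlapped the rest of a gene numbered 758 and those that overlapped the sequence between genes 607, so most of the change lay in the number of overlaps counted.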

The ChIP signal was strongly reduced upon knockdown of PHF19L (Figure 2B and Figure 2—figure supplement 1D,E). The presence of PHF19L was further validated in a subset of target genes by ChIP-qPCR and the specificity of the signal was confirmed by using two different shRNAs (shPHF19L#4 and shPHF19L#B) (Figure 2—figure supplement 1F).

Gene ontology (GO) analysis revealed a significant enrichment of PHF19L at genes involved in essential biological processes, such as regulation of cell development and differentiation, cell proliferation, various signaling pathways, and extracellular matrix organization, highlighting its potential role in prostate cancer (Figure 2D).

To investigate whether PHF19L co-localizes with the PRC2 on chromatin, we performed ChIP-seq experiments for EZH2, SUZ12, and H3K27me3 in DU145 cells (shCTR). 

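EZH2 and SUZ12 are core subunits of PRC2, and H3K27me3 is the histone mark that PRC2 deposits. The authors called MACS peaks on each shCTR replicate separately. Their deposited lists held 2060 and 1236 EZH2 peaks in replicates 1 and 2, and 1523 and 232 SUZ12 peaks. Each of these peaks carries a MACS score, which is the authors' own value, and the lowest in the EZH2, SUZ12 and H3K27me3 lists is 50. For EZH2, 25.0% of the replicate 1 peaks were overlapped by a replicate 2 peak, and 41.4% in the other direction. These shares were 4.07% and 28.0% for SUZ12, and 26.3% and 86.2% for H3K27me3. Overlapping peaks were merged, and a merged region with a peak from both replicates was kept, which gave 500 EZH2 regions and 62 SUZ12 regions, and H3K27me3 regions were made in the same way. The overlap of PHF19 regions with them was compared with the overlap after 100000 random shifts of the PHF19 regions along their own chromosome (a one-sided permutation test for more overlap). Requiring both replicates leaves out regions that were called in 1 list only, so the number in each replicate is given as well.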

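In shCTR cells, 461 of the 1245 PHF19 regions (37.0%) overlapped an EZH2 region called in both replicates, against a mean of 1.48 after shifting (permutation test, p = 1e-05, the smallest that the shifts can give). For SUZ12 the number was 61 (4.90%), against 0.176 (permutation test, p = 1e-05, again the smallest). All 61 of these also overlapped an EZH2 region. By replicate, 563 and 711 PHF19 regions overlapped an EZH2 peak, and 106 and 179 a SUZ12 peak. Of the alternatives, counting EZH2 regions called in either replicate moved the EZH2 share the most, to 65.6%. When the PHF19 regions were placed at random protein-coding start sites at the same distance, a comparison chosen after the data had been examined, 12.4 overlapped an EZH2 region and 1.29 a SUZ12 region on average (permutation test, p = 1e-04 for both, the smallest that 10000 placements can give).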

In concordance with the mass-spectrometry data showing that PHF19L interacts with PRC2, PHF19L target genes were also occupied by EZH2 and SUZ12 (Figure 2E, upper panels). Additionally, a strong correlation was found between signals of PHF19 with EZH2, as well as with SUZ12, in the PHF19L ChIP-seq peaks (Figure 2E, lower panels). These results were confirmed in a second set of ChIP-seq replicates (Figure 2—figure supplement 1G). 

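Across the PHF19 regions with a peak of both proteins in replicate 1, the authors' peak values were compared: the number of tags for PHF19 and the MACS score for the PRC2 subunit, each the highest among the peaks of the region. Over 436 regions, PHF19 and EZH2 had a Spearman's rho of 0.466 and a Pearson's r of 0.602. Over 88 regions, PHF19 and SUZ12 had a rho of 0.486 and an r of 0.522. The permutation p was 1e-05 for each of these 4 values, the smallest that 100000 resamples can give, and it was unchanged by Benjamini-Hochberg adjustment over 6 relations. Regions are not independent replicates. The paper's own scatter plots use the ratio of ChIP to IgG signal, which was not analysed here. The paper set out to learn whether PHF19L co-localizes with PRC2 and states from its ChIP-seq (Figure 2E) that EZH2 and SUZ12 also occupied the PHF19L target genes.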

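In replicate 2, where PHF19 peaks carry MACS scores, the PHF19 and EZH2 scores had a Spearman's rho of 0.450 and a Pearson's r of 0.544 over 711 regions. For SUZ12 the rho was 0.411 and the r was 0.438 over 179 regions. Each had an adjusted permutation p of 1e-05 in the same family of 6 relations.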

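An H3K27me3 region called in both shCTR replicates overlapped 1046 of the 1245 PHF19 regions (84.0%), against a mean of 34.8 after shifting (permutation test, p = 1e-05, the smallest that the shifts can give). Peaks of replicate 1 overlapped 1094 of them and peaks of replicate 2 overlapped 1087. Counting only regions called in both replicates, 447 PHF19 regions carried both EZH2 and H3K27me3, and 599 carried H3K27me3 without EZH2. By the same count, 14 carried EZH2 without H3K27me3, and 185 carried neither EZH2 nor SUZ12 nor H3K27me3. A region without EZH2 here can still hold a peak of 1 replicate: 817 PHF19 regions overlapped an EZH2 region called in either replicate. Peak values of PHF19 and H3K27me3 had a Spearman's rho of 0.270 and a Pearson's r of 0.378 over 706 regions in replicate 1, and of 0.426 and 0.512 over 1071 regions in replicate 2. The adjusted permutation p was 1e-05 for each, across regions, which are not replicates.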

Consistently, PHF19L target genes were also strongly enriched in H3K27me3, and a significant correlation was observed between PHF19 and H3K27me3 signals in PHF19L peaks (Replicate 1, Figure 2F and Replicate 2, Figure 2—figure supplement 1H). 

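Of the 936 PHF19 target genes, 824 (88.0%) were also target genes of H3K27me3 regions called in both shCTR replicates. Of all 20163 protein-coding genes, 13.2% were (odds ratio 69.8, one-sided Fisher's exact test over genes, with a log10 of the P value of -637). With the H3K27me3 peaks of replicate 1 alone the share was 92.2%, and with those of replicate 2 alone it was 91.0%.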

In fact, almost all of the PHF19L target genes (93%) were decorated by H3K27me3 (Figure 2—figure supplement 1I).

### Genome-wide increase in PRC2 in the absence of PHF19L

In ESCs, PHF19 is required for stable association of PRC2 at target genes (Ballaré et al., 2012; Brien et al., 2012). To investigate whether PHF19 also affects PRC2 binding in prostate cancer, we analyzed the genome-wide occupancy of PRC2 subunits and the H3K27me3 mark, in control (shCTR) and PHF19L-depleted (shPHF19L#4) DU145 cells. 

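The paper describes 2 ChIP-seq replicates of EZH2, SUZ12 and H3K27me3 in both shCTR and shPHF19L#4 cells. The latter carry a short hairpin RNA against PHF19L. The methods state that a fixed amount of fly chromatin was added to each of these ChIPs as a spike-in and that the plots were scaled by the fly reads, whereas the sample labels name the fly antibody for EZH2 and SUZ12 in replicate 1 only. The methods' sentence on the DiffBind comparison names no scaling, and the peak lists carry none. H3K27me3 peak lists of both conditions were used here, and EZH2 and SUZ12 peak lists of shPHF19L#4 were not analysed here. For each target, the authors' deposited DiffBind table compares both replicates of each condition and lists only regions with a P value under 0.05, each with the mean log2 concentration in each condition and no value per replicate. Its log2 fold is shCTR minus shPHF19L#4, so the sign was turned and is called the log2 gain. From the ratio of FDR to P value at each rank, the number of regions behind each table was computed as 2781 for EZH2, 636 for SUZ12 and at least 45618 for H3K27me3. With 2 replicates per condition, an exact permutation test of peak numbers cannot go below p = 0.333, so none was run.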

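In the authors' deposited DiffBind tables, the median log2 gain in shPHF19L#4 over shCTR was 1.16 for EZH2, 0.96 for SUZ12 and 1.13 for H3K27me3. Between the 5th and 95th percentiles of the regions, it ran from 0.65 to 1.70 for EZH2, from 0.67 to 1.41 for SUZ12 and from 0.95 to 1.70 for H3K27me3. The regions listed were 86.6% of the EZH2 regions and 79.9% of the SUZ12 regions computed to lie behind the tables, and at most 2.30% of the H3K27me3 regions.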

Unexpectedly, loss of PHF19L did not reduce but rather triggered a global increase in the recruitment of EZH2 and SUZ12, as well as in H3K27me3 deposition (Figure 3A). This observation was confirmed in a second set of ChIP-seq replicates (Figure 3—figure supplement 1A). Indeed, in the absence of PHF19L, there was a substantial increase of EZH2, SUZ12, and H3K27me3 ChIP-seq peaks and target genes (Supplementary file 1, Figure 3B and Figure 3—figure supplement 1B). Furthermore, differential binding analysis (DiffBind) found a significant gain in ChIP signal for EZH2, SUZ12 and H3K27me3 peaks, after knockdown of PHF19L (Figure 3C). 

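The authors' H3K27me3 peak lists held 39254 peaks in shCTR and 35128 in shPHF19L#4 in replicate 1, a ratio of 0.895. In replicate 2 they held 15994 and 57026 peaks, a ratio of 3.57. The covered length was 108 and 96.9 Mb in replicate 1, and 30.4 and 159 Mb in replicate 2. Regions called in both replicates rose from 9256 to 22205, a ratio of 2.40. The replicates moved in opposite directions, and the difference between conditions was not larger than the spread between replicates. Target genes of regions called in both replicates numbered 2657 in shCTR and 3780 in shPHF19L#4. Of these, 2510 were target genes in both conditions, 1270 in shPHF19L#4 only and 147 in shCTR only.

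**Figure D1:**
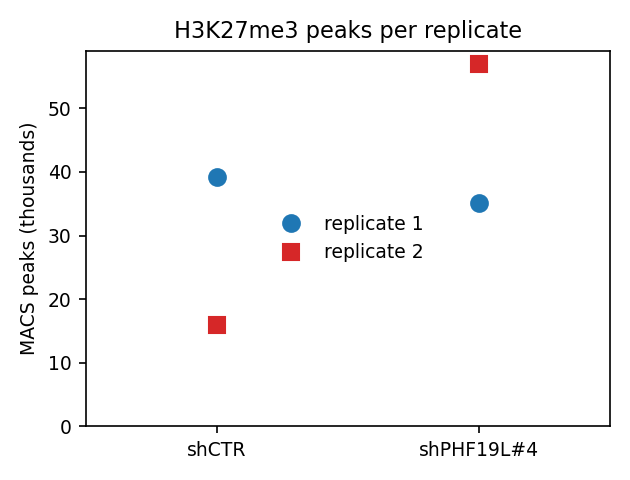
Number of H3K27me3 MACS peaks (the axis is in units of 1000 peaks) in each replicate of shCTR and shPHF19L#4 cells, 1 point per library. The count fell from 39254 to 35128 in replicate 1 and rose from 15994 to 57026 in replicate 2.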

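The authors' deposited tables listed 2407 gained EZH2 regions, 508 gained SUZ12 regions and 1048 gained H3K27me3 regions at a P value under 0.05. At an FDR under 0.05 in the same tables, 2389 gained EZH2 regions and 494 gained SUZ12 regions passed. No H3K27me3 region did, and the smallest H3K27me3 FDR was 0.404. The 1049 H3K27me3 regions listed can be set against the number that chance gives at this P value, which is 2281 for the 45618 regions computed as the lowest number behind that table. This number is 139 for EZH2 and 31.8 for SUZ12.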

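A single EZH2 region and a single H3K27me3 region had lower signal in shPHF19L#4 in the authors' deposited tables, and no SUZ12 region did. The EZH2 region lay on chromosome 7 of GRCh37 from 23515964 to 23517007, outside any protein-coding gene and 6376 bp from the nearest start site, that of IGF2BP3 (log2 fold 1.07 in favour of shCTR, FDR 0.0153). The H3K27me3 region lay on chromosome 5 from 159165936 to 159166855, also outside any protein-coding gene (FDR 0.719). Neither overlapped a PHF19 region.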

Interestingly, almost no peaks had the opposite trend. This observation was clearly evident for PHF19L target genes, which exhibited a strong increase in PRC2 and H3K27me3 levels after PHF19L depletion (Figure 3D,E, and Figure 3—figure supplement 1C). 

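Of the 1245 PHF19 regions, 941 (75.6%) overlapped a gained EZH2 region of the authors' deposited tables, 392 (31.5%) a gained SUZ12 region and 33 (2.65%) a gained H3K27me3 region. In the peak lists, PHF19 regions with an H3K27me3 peak fell from 1094 in shCTR to 1001 in shPHF19L#4 in replicate 1. They rose from 1087 to 1165 in replicate 2, so the replicates moved in opposite directions here too. The EZH2 regions that overlapped a PHF19 region had a median log2 gain of 1.08, and those that did not had 1.21 (p = 1e-05, the smallest that 100000 resamples can give, and 1.33e-05 after adjustment, two-sided permutation test of the difference of medians over 894 and 1514 regions). For SUZ12 the medians were 0.93 and 1.11 (adjusted p = 1.33e-05, same permutation test), and for H3K27me3 they were 1.08 and 1.13 (adjusted p = 0.263, same permutation test). These tests run across regions, which are not independent replicates, and were adjusted by the Benjamini-Hochberg method over 4 targets. The tables hold only regions under the P value threshold, and the EZH2 regions without PHF19 were narrower (a median of 2682 against 4028 bp), so the medians describe the regions listed and not all regions tested. From its spike-in scaled signal, these tables and ChIP-qPCR, the paper states that PRC2 and H3K27me3 increased after PHF19L depletion, also at PHF19L target genes.

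**Figure D2:**
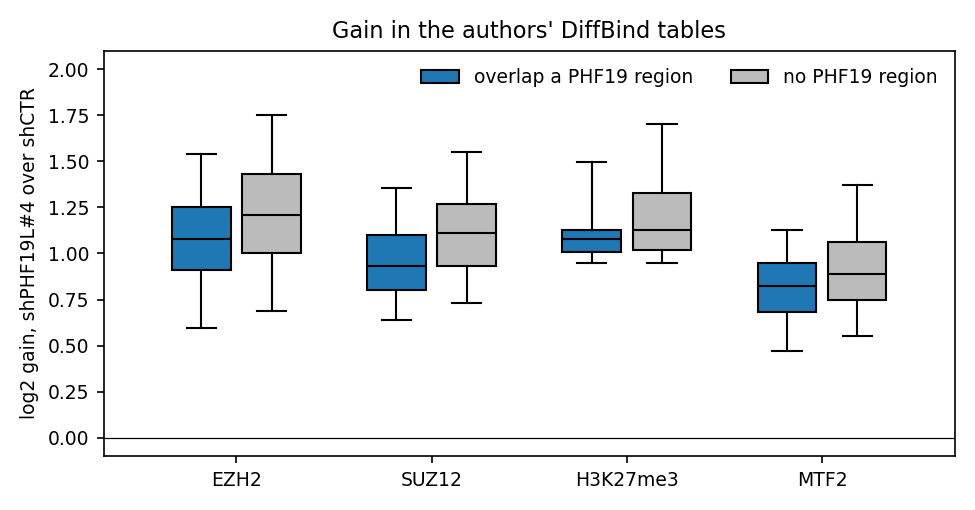
Log2 gain in shPHF19L#4 over shCTR in the authors' DiffBind tables of EZH2, SUZ12, H3K27me3 and MTF2, which hold regions with a P value under 0.05 only. Boxes run from the 25th to the 75th percentile of the regions with the median as a line, whiskers from the 5th to the 95th, in blue for regions that overlap a PHF19 region and in grey for the others. All boxes lie above 0, and the blue EZH2 median of 1.08 lies under the grey one of 1.21.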

We further validated these results by performing ChIP-qPCR in a subset of PHF19L targets, where we confirmed the presence of EZH2 and H3K27me3 in control conditions (shCTR), and the gain of signal in two different PHF19L knockdowns (shPHF19L#4 and shPHF19L#B) (Figure 3—figure supplement 1D).

**Figure 3.**
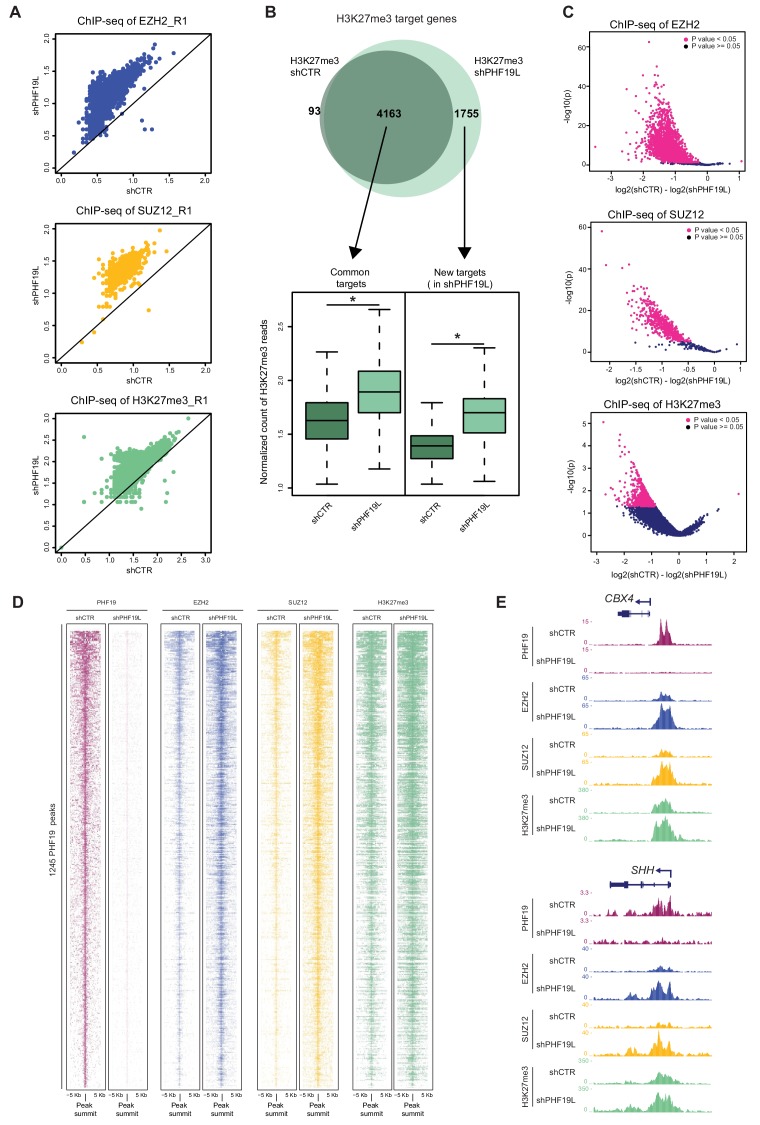
Increase of PRC2 occupancy upon PHF19L depletion. (**A**) Scatter plots showing correlation of EZH2, SUZ12, and H3K27me3 ChIP-seq reads in shCTR versus shPHF19L#4 DU145 cells. Each dot in the plot corresponds to the number of ChIP-seq reads normalized by the number of fly spike-in reads of each sample for each target gene. Data correspond to replicate 1 (R1). Upper panel: EZH2 target genes; middle panel: SUZ12 target genes; lower panel: H3K27me3 target genes. After depletion of PHF19L a significant increase in EZH2, SUZ12 and H3K27me3 signal was observed. P value ≤ 10^−16^ in all cases. P values were computed using Wilcoxon test (two-sided). (**B**) (Top) Venn diagram showing the overlapping of H3K27me3 target genes in control (shCTR) and PHF19L-depleted (shPHF19L#4) DU145 cells (P value ≤ 10^−16^, Fisher’s exact test). (Bottom) Boxplot showing H3K27me3 ChIP-seq signal intensity for common genes and new targets in control (shCTR) and PHF19L knockdown (shPHF19L#4) DU145 cells. The increase of signal is significant in all cases (P value ≤ 10^−16^, Wilcoxon test, two-sided). Values associated to the peaks were normalized by the total number of fly spike-in reads of each ChIP-seq experiment. (**C**) Volcano plots of the EZH2 (top), SUZ12 (middle), and H3K27me3 (bottom) ChIP-seq peaks, showing significant changes in signal upon PHF19 loss, as reported by DiffBind using two biological replicates for each condition (shCTR and shPHF19L#4) (P value < 0.05). For each plot, the union of all peaks of the corresponding ChIP (peaks called in shCTR and peaks called in shPHF19L) was considered. The *x*-axis represents the difference in the number of reads between the shCTR and the shPHF19L#4, considering both replicates. The *y*-axis represents the significance of the peaks (-log P value). (**D**) ChIP-seq heatmap showing the distribution of the PHF19L, EZH2, SUZ12, and H3K27me3 reads on PHF19L peaks (peak summit ± 5 kb) in control and PHF19L-depleted (shPHF19L#4) DU145 cells. Enrichment levels are normalized for the total number of spike-in reads of each sample. Peaks are ranked by the intensity of PHF19 signal in the control condition. (**E**) UCSC genome browser screenshot of PHF19, EZH2, SUZ12, and H3K27me3 ChIP-seq-profiles from control or PHF19L-depleted (shPHF19L#4) DU145 cells in two representative PHF19L target genes.

**Figure 3—figure supplement 1.**
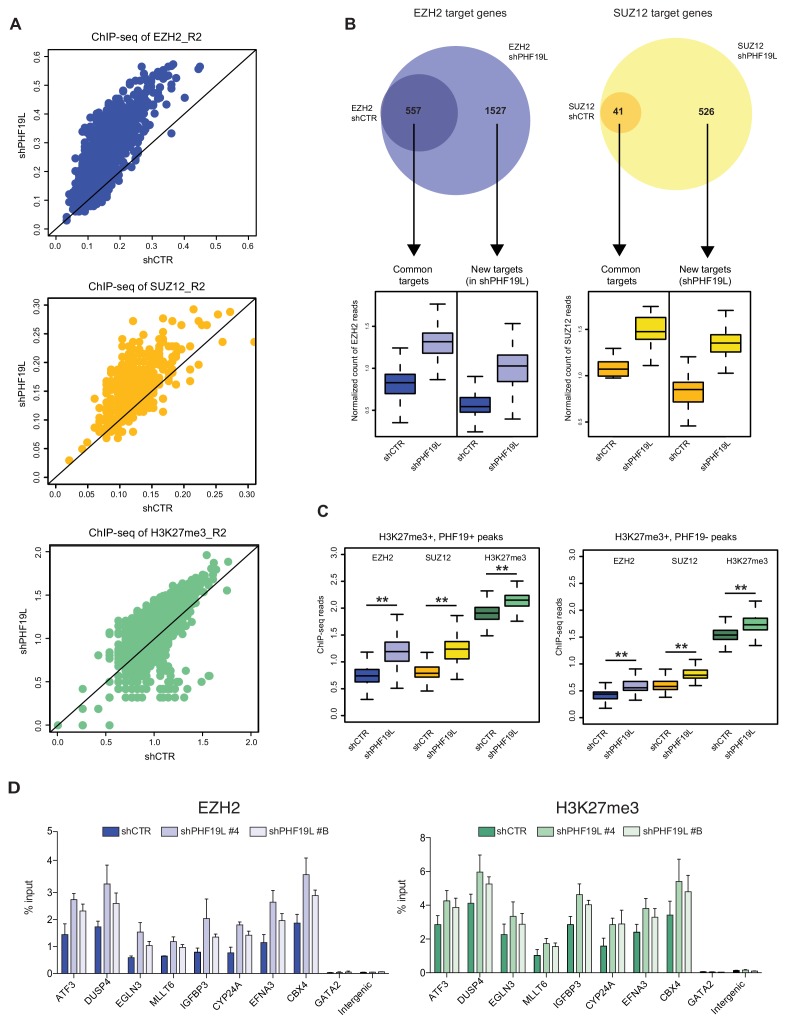
Increase of PRC2 occupancy after PHF19L depletion. (**A**) Scatter plots showing correlation of ChIP-seq reads for the second replicate (R2) of EZH2, SUZ12, and H3K27me3 ChIP-seq experiments in shCTR versus shPHF19L#4 DU145 cells. Each dot in the plot corresponds to the number of ChIP-seq reads normalized by the number of fly spike-in reads of each sample for each target gene. Upper panel: EZH2 target genes; middle panel: SUZ12 target genes; lower panel: H3K27me3 target genes. After PHF19L depletion, a significant increase in EZH2, SUZ12 and H3K27me3 signal was observed. P value ≤ 10^−16^ in all cases. P values were computed using Wilcoxon test (two-sided). (**B**) (Top) Venn diagrams showing overlapping of EZH2 (left) and SUZ12 (right) target genes in control (shCTR) and PHF19L-depleted (shPHF19L#4) DU145 cells (P value ≤ 10^−16^, Fisher’s exact test). (Bottom) Boxplot showing EZH2 and SUZ12 ChIP-seq signal intensity for common genes and new targets in control (shCTR) and PHF19L knockdown (shPHF19L#4) DU145 cells. The increase of signal is significant in all cases (P value ≤ 10^−16^ in all cases except for SUZ12 common targets: P value ≤ 10^−11^. P values were calculated using the Wilcoxon test, two-sided). Values associated to the peaks were normalized by the total number of fly spike-in reads of each ChIP-seq experiment. (**C**) Boxplot showing ChIP signal intensity of EZH2, SUZ12, and H3K27me3 in control (shCTR) or PHF19L-depleted (shPHF19L#4) DU145 cells, at the H3K27me3 peaks that overlap (left panel) or not (right panel) with PHF19L peaks. Values associated to the peaks were normalized by the total number of spike-in reads of each ChIP-seq experiment. After PHF19L depletion, a significant increase in signal was observed in all cases. P value ≤ 10^−16^ (**). P values were computed using Wilcoxon test (two-sided). (**D**) ChIP-qPCR validation of the increase in EZH2 and H3K27me3 signal upon depletion of PHF19L using two different shRNAs (shPHF19L#4 and shPHF19L#B) in DU145 cells. Eight representative PHF19L binding sites and two negative controls (GATA2 and an intergenic region) are evaluated. Data represent mean ± SD from two biological replicates.

### MTF2 is enriched in chromatin after loss of PHF19L

Two PRC2 subcomplexes (termed PRC2.1 and PRC2.2) have recently been identified; these share the core canonical subunits but are associated with different accessory proteins that can modulate their activity and recruitment to chromatin (Figure 4A; Hauri et al., 2016). To address the mechanism by which PRC2 occupancy increases in the absence of PHF19L, we investigated other PRC2-associated factors that could potentially compensate for the loss of PHF19L and mediate an accentuated PRC2 recruitment. Gene expression analysis of different PRC2 accessory proteins revealed a specific and significant upregulation of MTF2 (PCL2) expression after depletion of PHF19L (Figure 4B). This increase was also verified at the protein level, in both whole cell extracts and the chromatin fraction (Figure 4C).

**Figure 4.**
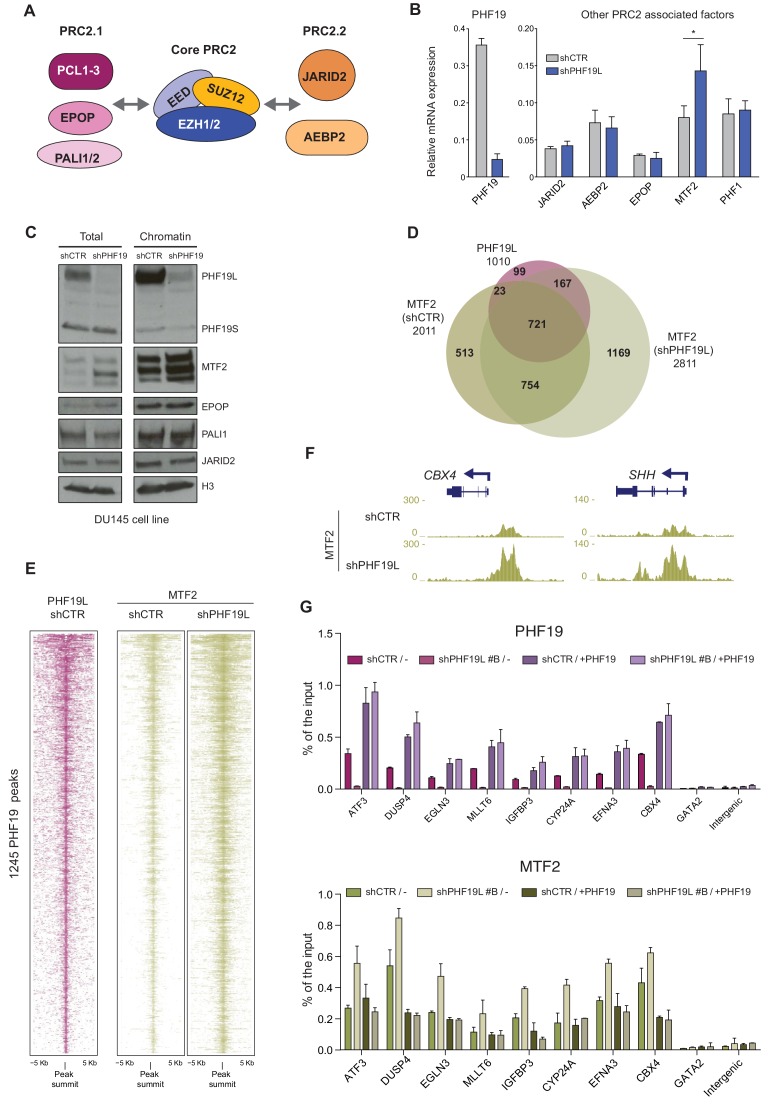
MTF2 is enriched in chromatin in the absence of PHF19L. (**A**) Schematic representation of PRC2.1 and PRC2.2 complexes. (**B**) RT-qPCR of PRC2-associated factors in control and PHF19L-depleted (shPHF19L#4) DU145 cells. Expression was normalized to that of the housekeeping gene *RPLPO*. Data are presented as the mean ± SD of three biological replicates. Significance was analyzed through Student’s *t*-test. P value was < 0.05 (*). (**C**) Cell fractionation showing specific increase of MTF2 protein in whole cell extracts (total) and in the chromatin compartment after knockdown of PHF19L (shPHF19L#4) in DU145 cells. (**D**) Venn diagram showing overlapping of 1010 PHF19L targets with MTF2 target genes in control (shCTR) and PHF19L-depleted (shPHF19L#4) DU145 cells. (P value ≤ 10^−16^; Fisher’s exact test). (**E**) ChIP-seq heatmap of MTF2 on PHF19L peaks (peak summit ± 5 kb) in control and PHF19L-depleted (shPHF19L#4) DU145 cells. Enrichment levels are normalized for the total number of spike-in reads of each sample. Peaks are ranked by the intensity of PHF19 signal in the control condition. (**F**) UCSC genome browser screenshot showing two examples of genes (*CBX4* and *SHH*) that gain MTF2 after PHF19L knockdown in DU145 cells. (**G**) Knockdown and rescue of PHF19: ChIP-qPCR experiments of PHF19L and MTF2 in DU145 cells control (shCTR) and PHF19L knockdown (shPHF19L#B, targeting the 3’ UTR region), transduced with either FLAG-tagged PHF19L (+PHF19) or FLAG-Empty vector (-). Amplification of the GATA2 and an intergenic region were used as a negative control. Data represent the mean ± SD from two biological replicates.

**Figure 4—figure supplement 1.**
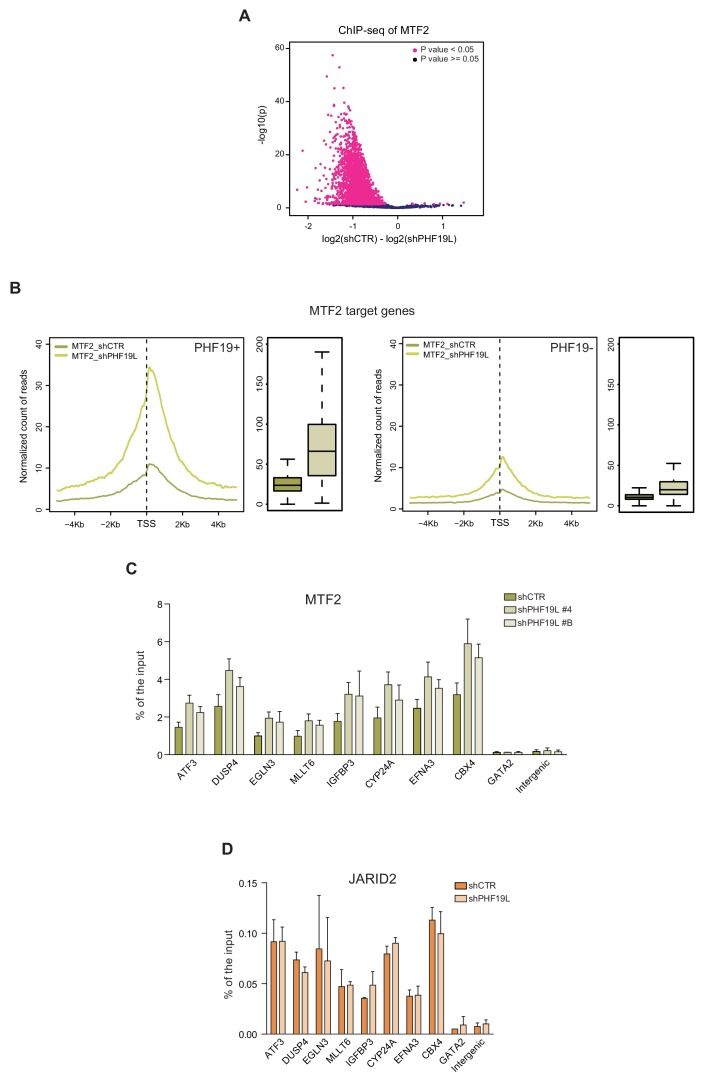
MTF2 is enriched in chromatin in the absence of PHF19L. (**A**) Volcano plot of the MTF2 ChIP-seq peaks, showing a significant gain in signal upon PHF19 loss, as reported by DiffBind biological replicates for each condition (shCTR and shPHF19L#4) (P value < 0.05). The union of all MTF2 peaks (peaks called in shCTR and peaks called in shPHF19L) was considered. The x-axis represents the difference in the number of reads between the shCTR and the shPHF19L#4 replicates. The y-axis represents the significance of the peaks (–log P value). (**B**) TSS (± 5 kb) enrichment plot of MTF2 ChIP-seq in DU145 cells, showing a general gain of MTF2 signal after PHF19L depletion (shPHF19L#4) in both MTF2+/PHF19+ target genes (left panel) and MTF2+/PHF19– target genes (right panel). Boxplots showing the corresponding distribution of values are shown next to each TSS plot. The increase is significant in both cases (P value ≤ 10^−16^). P values were computed using Wilcoxon test (two-sided). Enrichment levels were normalized to the total number of spike-in reads of each sample. (**C**) ChIP-qPCR validation showing increase of MTF2 ChIP-signal in PHF19L target genes after PHF19L depletion (shPHF19L#4 and shPHF19L#B) in DU145 cells. Data represent mean ± SD from two biological replicates. (**D**) ChIP-qPCR showing no changes in JARID2 binding in PHF19L target genes after PHF19L knockdown (shPHF19L#4) in DU145 cells. Data represent mean ± SD from two biological replicates.

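The authors called MTF2 peaks with MACS in each replicate of both conditions. MTF2 is a Polycomb-like protein that associates with PRC2, as PHF19 does. The replicate 1 lists give positions only, counted from 1, and the replicate 2 lists also carry MACS scores of 50 or more. In shCTR, 61.4% of the replicate 1 peaks were overlapped by a replicate 2 peak, and 4.80% in the other direction. In shPHF19L#4 these shares were 79.9% and 9.31%. The authors' deposited DiffBind table lists 2546 MTF2 regions, and 2485 of them (97.6%) had exactly the boundaries of the replicate 1 peaks of both conditions merged, whereas 38 had those of all 4 lists merged. The number of regions behind the table was computed as 4303. Peak numbers are not scaled by the fly spike-in, and the depth of the libraries is unknown.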

To study whether PHF19L affects MTF2 occupancy in chromatin, we performed ChIP-seq of MTF2 in two biological replicates of control and PHF19L-depleted DU145 cells. Genome-wide analysis of MTF2 occupancy showed a clear enrichment following knockdown of PHF19L, with MTF2 target genes rising from 2011 to 2811 (Figure 4D, Supplementary file 1). 

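The authors' lists held 2516 MTF2 peaks in shCTR and 4216 in shPHF19L#4 in replicate 1, and 32254 and 34623 in replicate 2. MTF2 regions called in both replicates rose from 1474 in shCTR to 3136 in shPHF19L#4, a ratio of 2.13. The ratio was 1.68 in replicate 1 and 1.07 in replicate 2. Among replicate 2 peaks with a MACS score of at least 1000, it was 2.37. Target genes of regions called in both replicates rose from 1008 to 1977. Of these, 976 were target genes in both conditions, 1001 in shPHF19L#4 only and 32 in shCTR only. Both replicates had more peaks in shPHF19L#4, but the replicates of 1 condition differed by more than the conditions did.

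**Figure D3:**
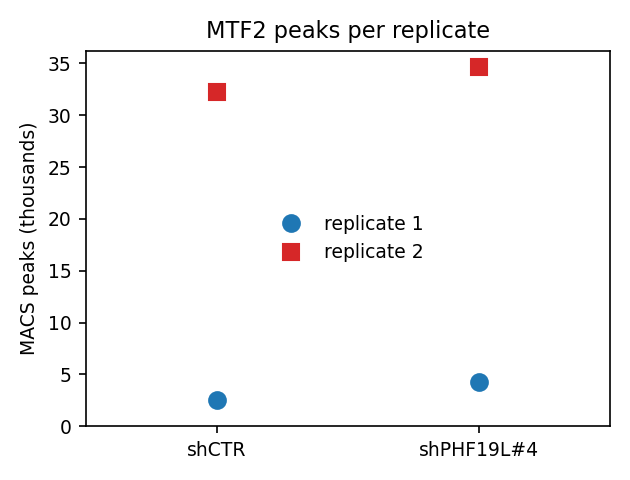
Number of MTF2 MACS peaks (the axis is in units of 1000 peaks) in each replicate of shCTR and shPHF19L#4 cells, 1 point per library. Both replicates had more peaks in shPHF19L#4, with 4216 against 2516 in replicate 1 and 34623 against 32254 in replicate 2.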

DiffBind analysis between both conditions showed a significant increase in the ChIP-signal for most of the MTF2 peaks in the absence of PHF19L (Figure 4—figure supplement 1A). 

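In the authors' deposited table, 2539 of the 2546 MTF2 regions had higher signal in shPHF19L#4 and 7 had lower signal. An FDR under 0.05 was reached by 2403 of the regions with higher signal. The median log2 gain was 0.87, and 732 regions gained at least 1 on the log2 scale. The listed regions were 59.2% of the number computed to lie behind the table. One of the 7 with lower signal contained the start site of RPF1, on chromosome 1 of GRCh37 from 84943700 to 84945664 (FDR 0.0367). None of the 7 overlapped a PHF19 region.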

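Of the 936 PHF19 target genes, 639 (68.3%) were target genes of MTF2 regions called in both shCTR replicates, against 5.00% of all protein-coding genes. The odds ratio was 110 (one-sided Fisher's exact test with a log10 of the P value of -693). In shPHF19L#4 the number was 811 (86.6%), against 9.81% of all protein-coding genes (odds ratio 100.5, same test, log10 of the P value -740). The genes shared by both conditions were 629, with 182 in shPHF19L#4 only, 10 in shCTR only and 115 in neither. The peaks of replicate 1 alone gave 68.6% in shCTR and 87.1% in shPHF19L#4. Those of replicate 2 alone gave 99.6% in each condition, and they also marked 49.5% of all protein-coding genes in shCTR and 51.0% in shPHF19L#4.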

Regarding the PHF19L targets, most of them (73%) coincided with MTF2 targets in control conditions, and this number is further increased (87%) in knockdown cells (Figure 4D). 

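An MTF2 region called in both replicates overlapped 776 of the 1245 PHF19 regions (62.3%) in shCTR and 1005 (80.7%) in shPHF19L#4. After shifting, the means were 4.60 and 10.4 (permutation test, p = 1e-05 for both, the smallest that the shifts can give). Over the same regions, 243 overlapped MTF2 in shPHF19L#4 only and 14 in shCTR only (McNemar's exact test, p = 4.02e-55, across regions, which are not replicates of the condition). By replicate, the number rose from 762 to 990 in replicate 1 and from 1180 to 1190 in replicate 2.
At SHH, on the minus strand of chromosome 7 of GRCh37 from 155592674 to 155605157, the MTF2 region covered the start site and had a log2 gain of 0.88 in the authors' deposited table (FDR 4.14e-20).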

PHF19L binding sites exhibited a strong increase in MTF2 signal after PHF19L loss (Figure 4E,F). Furthermore, a general gain in MTF2 levels was also observed in the MTF2 targets that were not occupied by PHF19L (Figure 4—figure supplement 1B). 

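Regions of the authors' deposited MTF2 table that did not overlap a PHF19 region numbered 1674 and had a median log2 gain of 0.89. The 872 that did overlap one had 0.83 (adjusted p = 1.33e-05, two-sided permutation test of the difference of medians across the regions listed).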

We validated these results by ChIP-qPCR in a subset of PHF19L target genes using two different shRNAs (Figure 4—figure supplement 1C). Importantly, this effect was specific for MTF2 and not a general mechanism affecting all PRC2 associated factors, as the occupancy of JARID2 did not change in the absence of PHF19L (Figure 4—figure supplement 1D).

To further confirm the interplay between the occupancy of PHF19L and MTF2, we ectopically expressed a FLAG-tagged PHF19L in cells depleted of PHF19L (shPHF19L#B, which targets the 3’UTR of endogenous PHF19L) as well as in control DU145 cells (shCTR). ChIP analysis indicated that PHF19L binding was diminished in knockdown cells but was rescued upon PHF19L re-expression. Concomitantly, the opposite pattern was observed for MTF2 recruitment, with an increase in its levels in the absence of PHF19L, and a decrease to basal levels (or even lower) after PHF19L overexpression (Figure 4G).

Together, these results indicate that, in prostate cancer, PHF19L restricts an excessive occupancy of MTF2 at chromatin, suggesting that MTF2 could be responsible for the increase in PRC2 recruitment and activity following PHF19L depletion.

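Among the 1245 PHF19 regions, 913 (73.3%) overlapped a gained MTF2 region of the authors' deposited table, and 869 (69.8%) overlapped both a gained MTF2 region and a gained EZH2 region. A gained region of all 4 targets overlapped 11 of them. From the higher MTF2 signal after PHF19L depletion, and from its return after PHF19L was expressed again (Figure 4G), the paper concludes that PHF19L restricts MTF2 occupancy. It proposes that MTF2 could be responsible for the increase in PRC2.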

### PHF19L regulates the expression of genes essential for tumor growth, invasiveness, and metastasis

To understand the functional role of PHF19L in prostate cancer, we carried out global transcriptome analysis by RNA-seq in cells depleted of PHF19L (shPHF19L#4) or PHF19S (shPHF19S#168) and in DU145 control cells (shCTR). Loss of PHF19L resulted in upregulation of 652 genes and downregulation of 847 genes (Figure 5A, Supplementary file 2). Conversely, depletion of PHF19S had no significant impact on gene expression, with an almost unaltered transcriptome profile (Figure 5—figure supplement 1A). Gene Ontology (GO) analysis showed that genes upregulated after PHF19L loss were mainly involved in signaling pathways such as Ser/Thr kinases and ERBB, response to hypoxia, cell migration, extracellular matrix organization, and angiogenesis (Figure 5B, upper panel). GO annotation of genes downregulated after PHF19L loss indicated enrichment in those involved in the interferon pathway, development, morphogenesis, and signaling pathways (Figure 5B, lower panel). A closer analysis of the transcriptional changes revealed deregulation of essential genes involved in control of cell proliferation, several members of dual-specificity phosphatases (DUSPs) that negatively regulate MAP kinases and cell growth (Caunt and Keyse, 2013; Zhai et al., 2014; Arnoldussen and Saatcioglu, 2009), and a set of genes that are usually upregulated upon hypoxia but known to drive angiogenesis and metastasis such as VEGFA, VEGFC (Sullivan and Graham, 2007; Vergis et al., 2008), CXCR4 (Darash-Yahana et al., 2004), and LOX (Erler et al., 2006). We validated the changes in the expression of several of these genes by RT-qPCR in both DU145 cells (Figure 5C) and PC3 cells (Figure 5—figure supplement 1B). To examine whether these effects were directly related to loss of PHF19L, we performed rescue experiments by stably overexpressing PHF19L in knockdown cells (shPHF19L#B, which targets the 3’ UTR of endogenous PHF19L), and evaluated the expression of a panel of up- or downregulated genes by RT-qPCR. Changes in gene expression observed in PHF19L- depleted cells were reversed after overexpression of exogenous PHF19L (Figure 5D).

**Figure 5.**
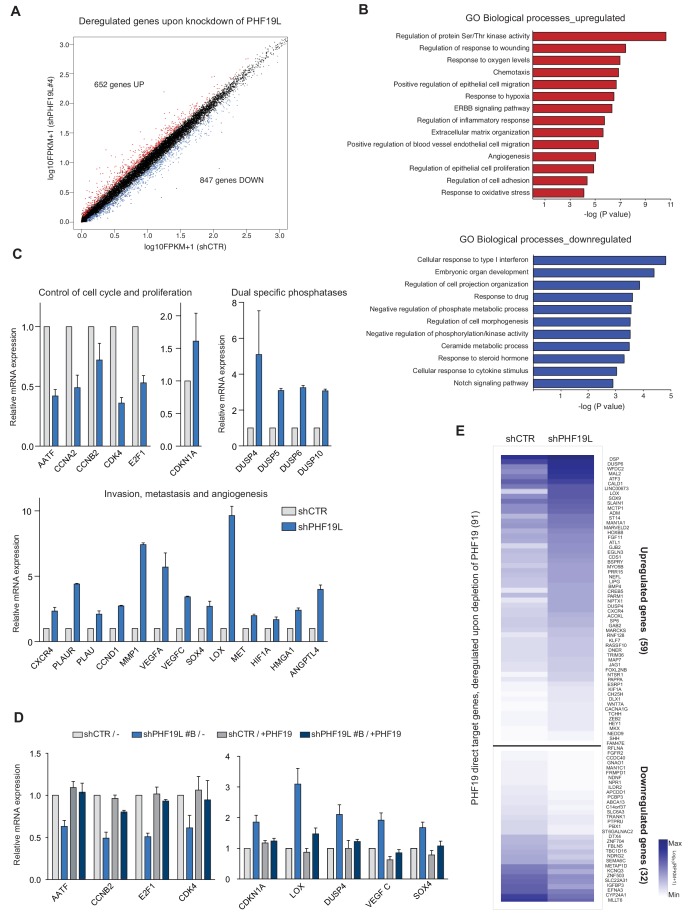
PHF19L regulates the expression of genes essential for tumor growth, invasiveness, and metastasis in prostate cancer cells. (**A**) Scatter plot showing changes in gene expression as detected by RNA-seq in PHF19L knockdown (shPHF19L#4) as compared to control (shCTR) DU145 cells. Up- and downregulated genes are highlighted in red and blue, respectively. The remaining genes are shown in black. (**B**) GO analysis of biological processes of upregulated (upper panel) and downregulated (lower panel) genes in DU145 cells after PHF19L knockdown. (**C**) Expression levels of selected genes were determined by RT-qPCR in control and PHF19L-depleted (shPHF19L#4) DU145 cells. Results are shown relative to shCTR and are normalized to the housekeeping gene *RPLPO*. Data are presented as mean ± SD of three biological replicates. (**D**) Expression levels of selected genes were determined by RT-qPCR in DU145 cells control (shCTR) and PHF19L knockdown (shPHF19L#B, targeting the 3’ UTR region), transduced with either FLAG-tagged PHF19L (+PHF19) or FLAG-Empty vector. Results are shown relative to shCTR /-and are normalized to the housekeeping gene *RPLPO*. Data are presented as the mean ± SD of two biological replicates. (**E**) Heatmaps showing RNA-seq signal on PHF19L direct target genes that are transcriptionally up- or downregulated after loss of PHF19L (shPHF19L#4) in DU145 cells.

**Figure 5—figure supplement 1.**
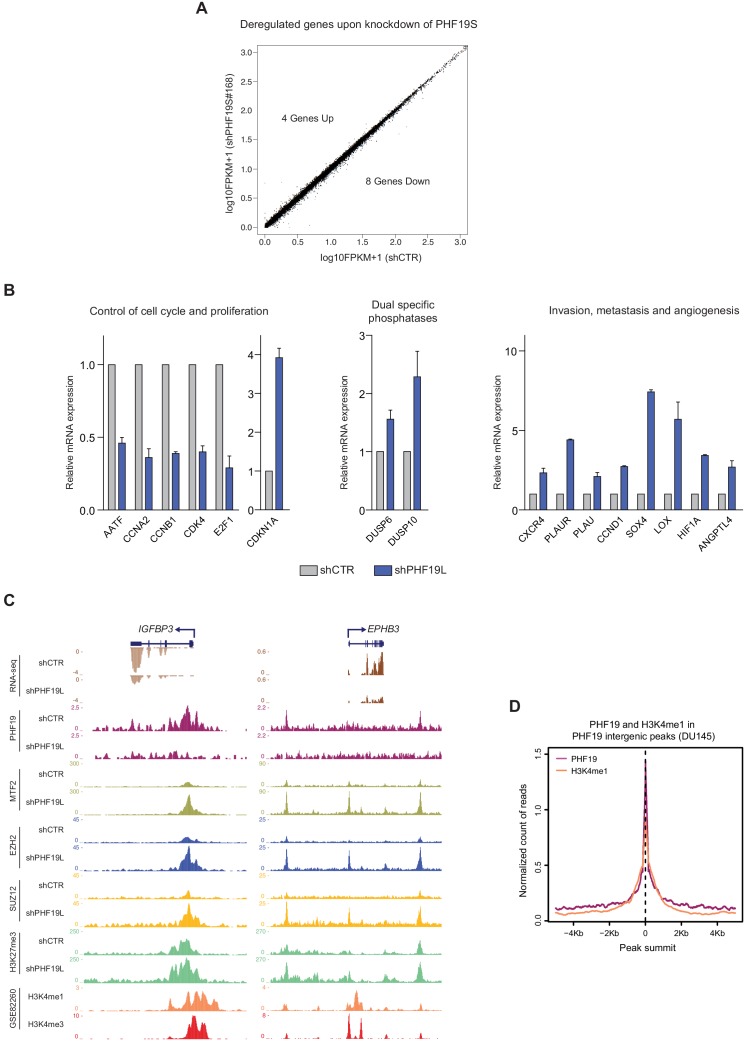
PHF19L regulates the expression of genes essential for tumor growth, invasiveness, and metastasis in prostate cancer cells. (**A**) Scatter plot showing no significant changes in gene expression detected by RNA-seq in control (shCTR) versus PHF19S knockdown (shPHF19S#168) DU145 cells. Up- and downregulated genes are highlighted in red and blue, respectively. The remaining genes are shown in black. (**B**) Expression levels of selected genes were determined by RT-qPCR in control and PHF19L-depleted (shPHF19L#4) PC3 cells. Results are shown relative to shCTR and are normalized to the housekeeping gene *RPLPO*. Data represent mean ± SD from three biological replicates. (**C**) Representative examples from UCSC genome browser showing RNA-seq and the indicated ChIP-seq results from control (shCTR) or PHF19L-depleted (shPHF19L#4) DU145 cells. Screenshots correspond to genes downregulated after PHF19L depletion. Left, *IGFBP3* gene, which has a PHF19L binding site around its TSS; right, *EPHB3* gene, which has two adjacent intergenic PHF19L binding sites. Data corresponding to H3K4me1 and H3K3me3 were obtained from Li et al. (2016) (GSE82260). (**D**) Enrichment plot of H3K4me1 and PHF19 ChIP-seqs on PHF19L intergenic binding sites (peak summit ± 5 kb) in DU145 cells. Data corresponding to H3K4me1 were obtained from Li et al. (2016) (GSE82260).

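RNA-seq libraries were not analysed here, so the paper's own lists of Supplementary file 2 were used. As read here, they held 651 upregulated and 846 downregulated symbols, each slightly fewer than the paper's text gives. Of the upregulated symbols, 628 matched a protein-coding gene, and 816 of the downregulated ones matched 815 genes. Of the 936 PHF19 target genes, 60 were on the upregulated list and 39 on the downregulated list, together 99 (10.6%). Upregulated genes made up 6.41% of PHF19 target genes and 3.11% of all protein-coding genes (odds ratio 2.25, two-sided Fisher's exact test, p = 1.17e-07). Downregulated genes made up 4.17% and 4.04% (odds ratio 1.03, two-sided Fisher's exact test, p = 0.799). With the paper's list of PHF19 target genes in place of the 936, 58 and 32 matched genes were counted.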

Comparative analysis between differential expression data and ChIP-seq results revealed that only 9% of the PHF19L direct targets (91/1010) were deregulated, with 59 genes upregulated and 32 downregulated (Figure 5E), suggesting that indirect or secondary effects play an essential role in controlling changes in gene expression after PHF19L depletion. Nevertheless, among the PHF19L targets, we found several downregulated genes directly implicated in inhibition of tumor progression and metastasis in prostate cancer, such as *IGFBP3 *(Mehta et al., 2011) and *NDRG2* (Gao et al., 2011; Figure 5E; Figure 5—figure supplement 1C left panel). On the other hand, the upregulated PHF19L direct targets included several genes typically induced by hypoxia that are required for homing and establishment of pre-metastatic niche, such as *LOX* (Erler et al., 2006), *CXCR4 *(Darash-Yahana et al., 2004), *EGLN3* (Henze et al., 2010), and *ADM* (Zhang et al., 2017). 

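IGFBP3 had a PHF19 region over its start site, on chromosome 7 of GRCh37 from 45957046 to 45962303, with a log2 fold over input of 1.99 in the authors' deposited table (FDR 6.02e-04). The PHF19 region of NDRG2 lay on chromosome 14 from 21536662 to 21538462, where NDRG2 and ARHGEF40 overlap, with a log2 fold of 1.42 and an FDR of 0.0807. It was therefore not among the regions with an FDR under 0.05.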

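All 4 of these genes had a PHF19 region in the authors' deposited table. Its log2 fold over input was 1.55 at LOX (FDR 0.0454), 1.74 at CXCR4 (FDR 0.0373), 1.51 at EGLN3 (FDR 0.0123) and 2.28 at ADM (FDR 2.73e-04). The region with the smallest P value covered the start site of LOX, CXCR4 and EGLN3. At ADM it lay upstream, on chromosome 11 of GRCh37 from 10323352 to 10326518, inside the neighbouring gene SBF2.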

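PHF19 regions of the authors' deposited table overlapped BMP4 (log2 fold over input 3.01, FDR 4.34e-08), SHH (2.11, FDR 3.10e-04), WNT7A (2.14, FDR 0.00141), HEY1 (2.84, FDR 9.73e-07) and SOX9 (2.33, FDR 5.17e-04), in each case at a start site. No PHF19 region of the table overlapped the interval of HMGA2, although the MACS list of each PHF19 replicate held 1 peak there. In the shCTR peak lists, EZH2 peaks were present in both replicates at BMP4, SHH, WNT7A and HEY1, in replicate 2 only at HMGA2 and in neither at SOX9.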

We also observed upregulation of Hedgehog signaling pathway components (e.g. *BMP4*, *SHH*, and *WNT7A*) as well as of genes that drive the epithelial-to-mesenchymal transition (*HEY1*, *HMGA2*, and *SOX9*) (Francis et al., 2018; Shi et al., 2016; Chen et al., 2010; Figure 5E). Moreover, as the ChIP-seq results revealed that about 17% of PHF19L binding sites are located in intergenic regions, we cannot exclude the possibility that PHF19L binds also to enhancer elements, thus regulating the expression of neighboring genes. Indeed, we observed substantial enrichment in H3K4me1, a histone mark associated to enhancers, in these intergenic peaks (Figure 5—figure supplement 1D). 

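With each PHF19 region counted once, promoter before gene body, 282 of the 1245 regions (22.7%) lay between protein-coding genes. Counted in every class a region overlaps and with all 64449 annotated genes in place of the protein-coding ones, the share between genes was 15.4%. Both of these counts were chosen after the data had been examined. The share depends on the annotation and on how regions that overlap several classes are counted.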

Interestingly, we found several examples of intergenic PHF19L binding sites located in the vicinity of downregulated genes (Figure 5—figure supplement 1C right panel).

### Depletion of PHF19L switches the cells to a less proliferative but more aggressive phenotype

Global gene expression analysis after depletion of PHF19L showed deregulation of multiple genes involved in control of cell cycle and growth (Figure 5C). Indeed, growth curves of DU145 and PC3 cells revealed that PHF19L loss dramatically decreased cell growth (Figure 6A,B and Figure 6—figure supplement 1A). BrdU incorporation assays also showed a significant reduction in cell proliferation in knockdown cells as compared with control cells (Figure 6C and Figure 6—figure supplement 1B). On the other hand, and in concordance with the gene expression data, depletion of PHF19S did not have any effect on cell proliferation (Figure 6—figure supplement 1C).

**Figure 6.**
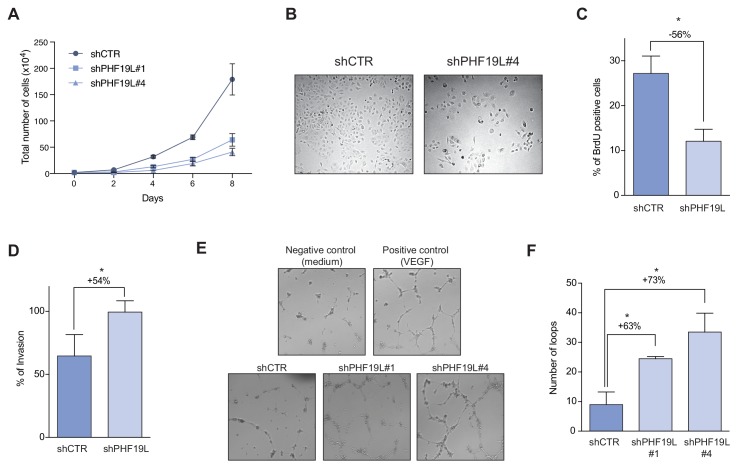
Depletion of PHF19L switches the cells to a less proliferative but more aggressive phenotype. (**A**) Growth curve comparing cell growth of control and PHF19L knockdown (shPHF19L#1 or shPHF19L#4) DU145 cells. Data are presented as mean ± SD of three biological replicates. (**B**) Phase contrast microscope images of DU145 cells in culture showing decrease in cell growth after PHF19L depletion. (**C**) Effect of PHF19L depletion (shPHF19L#4) on BrdU incorporation in DU145 cells. Data are presented as mean ± SD of three biological replicates. Significance was analyzed using Student’s *t*-test. P value was ≤ 0.05 (*). (**D**) Transwell invasion assay in control and PHF19L-depleted (shPHF19L#4) DU145 cells. Graph shows the percentage of invasion (mean ± SD) from two biological replicates. Significance was analyzed through Student’s *t* test. P value ≤ 0.05 (*). (**E,F**) Tube formation assays were performed by treating HUVECs with conditioned media from control (shCTR) or PHF19L-depleted (shPHF19L#1 or #4) DU145 cells. (**E**) Representative images showing increased tube formation in the PHF19L-knockdown as compared to control DU145 cells. VEGF (50 ng/ml) and unconditioned medium were used as positive and negative controls, respectively. (**F**) Quantification of the number of loops in each condition. Bars represent the mean ± SD from two biological replicates. Significance was analyzed using Student’s *t*-test. P value was ≤ 0.05 (*).

**Figure 6—figure supplement 1.**
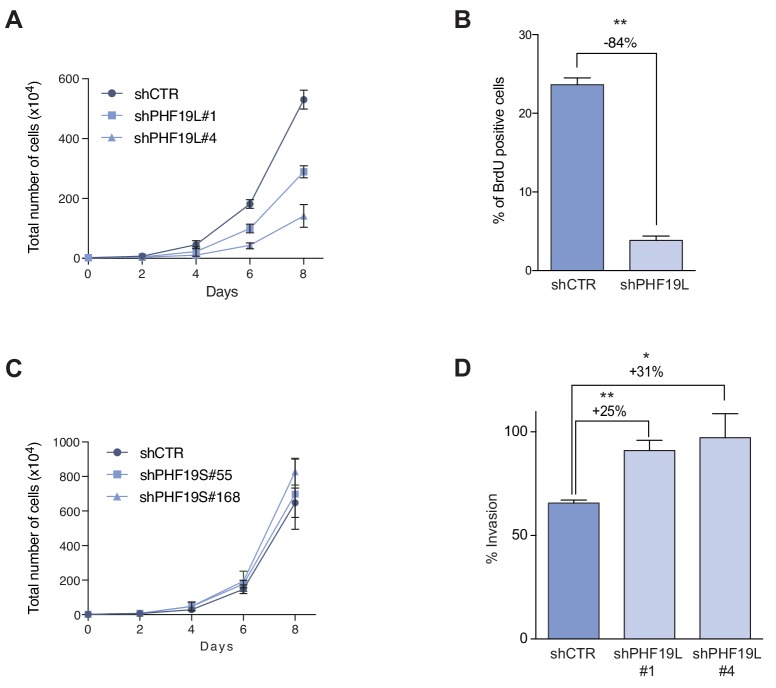
PHF19L depletion switches prostate cancer cells to a less proliferative but more aggressive phenotype. (**A**) Growth curve comparing cell growth of control and PHF19L-knockdown PC3 cells. Error bars represent SD of three independent experiments. (**B**) Effect of PHF19L depletion (shPHF19L#4) on BrdU incorporation in PC3 cells. Data represent mean ± SD from three biological replicates. Significance was analyzed through Student’s *t*-test. P value was ≤ 0.0005 (*). (**C**) Growth curve showing no changes in cell growth after PHF19S knockdown in PC3 cells. Data represent mean ± SD from three biological replicates. (**D**) Transwell invasion assay in control and PHF19L-depleted PC3 cells. Graph shows percentage of invasion (mean ± SD) from three biological replicates. Significance was analyzed through Student’s *t* test. P value was ≤ 0.05 (*); or ≤0.01 (**).

Although PHF19L knockdown cells had reduced proliferation, they had multiple genes upregulated that are associated with invasion and metastasis, as well as several angiogenic factors (Figure 5B,C). To explore the potential role of PHF19L in stimulating prostate cancer cell invasion, we performed in vitro invasion assays using matrigel-coated transwells. DU145 cells lacking PHF19L showed a significantly increased capacity to invade the matrigel as compared to wild-type cells (Figure 6D). A similar effect was observed for PC3 cells (Figure 6—figure supplement 1D).

We then examined the potential implication of PHF19L on angiogenesis. For this, we performed an in vitro endothelial tube formation assay using human umbilical vein endothelial cells (HUVECs) and conditioned medium from control or PHF19L-knockdown cells (Figure 6E,F). Our results showed that the number of tubes and nodes significantly increased when HUVECs were incubated in the presence of conditioned medium from knockdown cells, indicating that PHF19L depletion promoted angiogenesis. Taken together, our results indicated that while PHF19L is required to maintain high proliferation rates in prostate cancer cells, its depletion switches cells to a less proliferative but more aggressive phenotype, thereby promoting cell invasion and angiogenesis.

## Discussion

Prostate cancer is one of the leading causes of cancer death in men, and the high mortality rate is mainly due to the development of metastasis. The main therapeutic strategy is based on androgen deprivation (Jain and Di Croce, 2016). However, the disease usually progress to metastatic castration-resistant prostate cancer, a hormone insensitive form with very low survival rate (Mansinho et al., 2018). A better understanding of the mechanisms that drive the progression to a metastatic disease is a major challenge in the field and could be critical to developing effective therapies. Here, we provide evidence that PHF19L plays an important role controlling prostate cancer progression, and that its depletion results in transcriptional deregulation of multiple genes that are critical for proliferation and metastasis.

Our data show that only the long isoform of PHF19 interacts with PRC2 in prostate cancer cells. PHF19S contains the Tudor domain that is implicated in binding to H3K36me3, but it lacks the predicted nuclear localization signals (Wang et al., 2004) and the C-terminal region reported to bind to the PRC2 complex (Ballaré et al., 2012). This can explain both the absence of PHF19S at chromatin and its inability to interact with PRC2. We further report for the first time the genome-wide PHF19 target genes in prostate cancer and show its co-localization with PRC2 and H3K27me3. Additionally, we report that loss of PHF19L triggers a global increase in PRC2 occupancy accompanied by a gain in H3K27me3 deposition, suggesting a different function with respect to what has been reported in ESCs (Ballaré et al., 2012; Brien et al., 2012 ). Although the mechanisms of PRC2 recruitment to specific loci are still a matter of intense study, multiple subunits have been identified that associate to PRC2 and regulate its function (van Mierlo et al., 2019). Here, we observed an increase in the MTF2 expression and its binding to chromatin after loss of PHF19L. Both MTF2 and PHF19 can mediate PRC2 recruitment (Li et al., 2017; Perino et al., 2018), but they bind to PRC2 in a mutually exclusive manner (Hauri et al., 2016). Therefore, it is conceivable that they compete for PRC2 binding. Loss of PHF19L could activate putative compensatory mechanisms that lead to increasing MTF2 levels. MTF2 likely replaces PHF19L in the PRC2 complex, triggering more efficient PRC2 recruitment and/or increasing its residence time. Thus, PHF19L could have a modulatory role, keeping the levels of PRC2 at bay. Changes in the expression of the PCLs in response to different stimuli or during cancer progression could alter the balance between the PRC2 subcomplexes and thus affect PRC2 binding and activity, providing flexibility to the PRC2 function. Moreover, other PRC2-associated factors with unchanged expression levels after PHF19L loss could also undergo specific changes in chromatin occupancy and therefore affect PRC2 binding. Further studies need to be performed to investigate the interplay of the PRC2 associated subunits in the regulation of PRC2 function in prostate cancer.

PHF19 has been previously reported to be required for cell proliferation in different cellular types (Ghislin et al., 2012; Xu et al., 2015; Lu et al., 2018; Tao et al., 2018; Deng et al., 2018). The ectopic expression of either PHF19 or MTF2 promotes cell proliferation in human dermal fibroblasts by mediating PRC2 recruitment to the *Ink4A* locus leading to its repression (Brien et al., 2015). Here, we report that depletion of PHF19L causes upregulation of *CDKN1A*/p21 and downregulation of several genes essential for the control of cell cycle, such as *CCNA2*, *CCNB2*, *CDK4*, *E2F1*, and *AATF*. Consistent with changes in gene expression, we observed strong decreases in cell growth and proliferation after PHF19L depletion in both prostate cancer cell lines.

Our data show that PHF19L inhibits invasion and angiogenesis in prostate cancer cells. Similar observations have been reported in melanoma cells, in which loss of PHF19L causes them to become more invasive and less proliferative (Ghislin et al., 2012). However, contradictory findings have also been reported, showing a positive role of PHF19 promoting migration and invasion in hepatocellular carcinoma (Xu et al., 2015) and glioblastoma cells (Deng et al., 2018). We found that PHF19L depletion induces upregulation of the HIF-1α, a master regulator of the cellular response to low oxygen, as well as of multiple genes associated with hypoxia. Hypoxia is a potent stimulus for tumor progression, as it activates survival mechanisms promoting angiogenesis, invasiveness, metastasis, and the epithelial-to-mesenchymal transition (EMT) (Sullivan and Graham, 2007; Deep and Panigrahi, 2015). Indeed, by knocking down PHF19L, we observed significant induction of multiple genes known to promote changes in cytoskeleton and adhesion, extracellular matrix remodeling, invasion, and metastasis in prostate cancer (including *SOX9*, *SOX4*, *MMP1*, *PLAU*, *EPCAM*, *CXCR4*, *LOX*, and *MET*) (Darash-Yahana et al., 2004; Erler et al., 2006; Francis et al., 2018; Liu et al., 2017; Pulukuri and Rao, 2008; Banyard et al., 2014; Pennacchietti et al., 2003). We also saw upregulation of several genes that stimulate formation of new vessels and regulate the processes of intravasation and extravasation, such as *VEFGA*, *VEGFC*, *MMP1*, and *ANGPTL4* (Sullivan and Graham, 2007; Vergis et al., 2008; Gupta et al., 2007; Zhang et al., 2012). In line with these findings, prostate cancer cells lacking PHF19L displayed significantly increased invasiveness, and conditioned medium from PHF19L knockdown cells promoted angiogenesis in in vitro endothelial tube formation assays.

Interestingly, PHF19L depletion triggered both up- and downregulation of direct PHF19L target genes. The repressed gene set included mainly genes involved in signaling and tumor progression, such as *IGFBP3*, a metastasis/angiogenesis suppressor in prostate cancer (Mehta et al., 2011). 

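At IGFBP3, on the minus strand of chromosome 7 of GRCh37 from 45951844 to 45961473, the authors' deposited tables gave a log2 gain in shPHF19L#4 of 0.83 for MTF2 (FDR 2.76e-19), 1.03 for EZH2 (FDR 4.59e-15) and 0.86 for SUZ12 (FDR 0.0026). Each of these regions covered the start site and overlapped the PHF19 region. The H3K27me3 table, which lists regions with a P value under 0.05, held no row at the gene. No region of that table passed an FDR under 0.05, so a missing row does not show that H3K27me3 was unchanged. H3K27me3 peaks were called at IGFBP3 in both replicates of both conditions.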

After PHF19L depletion, *IGFBP3* gained MTF2, PRC2 and H3K27me3 in its promoter and was substantially downregulated. On the other hand, the upregulated PHF19L direct targets comprised many hypoxia-responsive genes that can promote invasion and metastasis (e.g. *LOX*, *CXCR4*, *EGLN3*, and *ADM*), as well as genes that induce EMT (e.g. *BMP4*, *SHH*, *WNT7A*, and *SOX9*). It is puzzling why these genes are upregulated, as they also gain PRC2 at their promoters. 

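Of the 60 PHF19 target genes on the paper's upregulated list, 45 had an EZH2 region of the authors' deposited table that overlapped a PHF19 region, with a median log2 gain of 0.97. Of the 39 on the downregulated list, 34 had one, with a median of 1.20 (p = 0.00339, adjusted p = 0.00508, two-sided permutation test of the difference of medians over genes). For MTF2 the medians were 0.68 over 42 upregulated genes and 0.89 over 30 downregulated genes (p = 0.00198, adjusted p = 0.00508, same permutation test). For SUZ12 they were 0.81 over 14 and 0.89 over 11 (adjusted p = 0.299, same permutation test). The adjustment was over these 3 targets. An H3K27me3 region of the table that overlapped a PHF19 region was present at 0 of the 60 upregulated and 6 of the 39 downregulated genes, a difference that was not tested. Nearly all regions of the EZH2 and MTF2 tables are gains, so these medians compare the size of the gain among genes with a region and do not cover the genes without one. Among the genes named here, EZH2 gains were 0.96 at LOX, 1.23 at CXCR4, 0.57 at EGLN3, 1.11 at ADM, 0.84 at BMP4, 1.17 at SHH and 1.07 at WNT7A, and neither the EZH2 nor the SUZ12 table held a row at SOX9. EZH2 peaks were called in both shCTR replicates at CXCR4, BMP4, SHH and WNT7A, and in neither at LOX and ADM. Within the long interval of EGLN3, replicate 1 of shCTR held 19 EZH2 peaks and replicate 2 held 0. The MTF2 table held no row at EGLN3, ADM or SOX9.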

One possibility would be that EZH2 binds and/or methylates a non-histone protein to promote transcriptional activation. EZH2 was originally identified as the catalytic subunit of PRC2, responsible for tri-methylation of H3K27. However, emerging research have shown non-canonical roles of EZH2, such as methylation of different targets, in both PRC2-dependent and -independent manner (Gan et al., 2018). For instance, EZH2 can methylate GATA4, inhibiting its transcriptional activity (He et al., 2012), STAT3, leading to its transcriptional activation (Kim et al., 2013), and JARID2, triggering activation of PRC2’s enzymatic activity (Sanulli et al., 2015). It can also control adhesion and migration of neutrophils and dendritic cells through methylation of a key regulatory protein, Talin (Gunawan et al., 2015). In addition, EZH2 can interact with transcription factors and act as a co-activator, as has been reported for androgen receptor, β-catenin, ERα, and NF-κB (Xu et al., 2012; Gan et al., 2018; Shi et al., 2007; Lee et al., 2011). Further mechanistic studies need to be performed to investigate if putative EZH2 substrates can account for the response of this subset of PHF19L targets, which becomes upregulated despite gaining PRC2. Nevertheless, our findings show that upon loss of PHF19L, most of the deregulated genes are not direct targets of PHF19L, meaning that these changes are very likely due to secondary or indirect effects, possibly through the activation of signaling pathways. 

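Of the 282 PHF19 regions that overlapped no promoter or body of a protein-coding gene, 68 (24.1%) overlapped an EZH2 region called in both shCTR replicates, 12 (4.26%) a SUZ12 region and 232 (82.3%) an H3K27me3 region. At the 795 promoter regions these shares were 44.8%, 5.53% and 87.3%.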

Notably, we also found binding of PHF19L and PRC2 in intergenic regions (23% PHF19L ChIP-peaks), coincident with the enhancer mark H3K4me1. The presence of PRC2 and H3K27me3 in poised enhancers has been reported, with PRC2 playing a role maintaining contacts between enhancers and target genes, and acting as a facilitator of poised enhancers activity during stem cell differentiation (Cruz-Molina et al., 2017; Mas et al., 2018; Mas and Di Croce, 2016). Therefore, it is tempting to speculate that PHF19L can also bind to enhancer elements together with PRC2 in prostate cancer cells and thus plays a role in distal gene regulation.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (human)	DU145	ATCC HTB-81	RRID:CVCL_0105	
Cell line (human)	PC3	ATCC CRL-1435	RRID:CVCL_0035	
Cell line (human)	RWPE1	ATCC CRL-11609	RRID:CVCL_3791	
Antibody	PHF19 (rabbit, polyclonal)	Cell Signaling	Cell Signaling #77271; RRID:AB_2799892	WB (1:1000), ChIP (1:50, 5 µl/chip), IP (1:500, 5 µl/IP)
Antibody	EZH2 (rabbit, monoclonal)	Cell Signaling	Cell Signaling #5246; RRID:AB_10694683	WB (1:1000), ChIP (1:50, 5 µl/chip), IP (1:500, 5 µl/IP)
Antibody	SUZ12 (rabbit, monoclonal)	Abcam	Abcam #ab12073; RRID:AB_442939	ChIP (5 µg/chip)
Antibody	H3K27me3 (rabbit, polyclonal)	Millipore	Millipore #07–449; RRID:AB_310624	ChIP (5 µg/chip)
Antibody	MTF2 (rabbit, polyclonal)	Proteintech	Proteintech 16208–1-AP; RRID:AB_2147370	WB (1:1000), ChIP (5 µg/chip)
Antibody	JARID2 (rabbit, polyclonal)	Novus	Novus #NB100-2214; RRID:AB_10000529	WB (1:1000)
Antibody	IgG (rabbit, monoclonal)	Abcam	Abcam #ab172730; RRID:AB_2687931	ChIP (5 µg/chip)
Antibody	EPOP (rabbit polyclonal)	ActiveMotif	Active Motif #61753; RRID:AB_2793758	WB (1:1000)
Antibody	PALI1 (rabbit polyclonal)	Generated in Adrian Bracken's laboratory (Conway et al., 2018)		WB (1:500)
Antibody	*Drosophila* H2Av	Active Motif	Active Motif #61686; RRID:AB_2737370	ChIP (1 µg/chip)
Antibody	GAPDH (mouse monoclonal)	Santa Cruz Biotechnology	Santa Cruz #sc32233; RRID:AB_627679	WB (1:5000)
Antibody	H3 (rabbit polyclonal)	Abcam	Abcam #ab1791 RRID:AB_302613	WB (1:2000)
Recombinant DNA reagent	Plasmid: MISSION pLKO.1-puro Empty Vector Control	Addgene	Addgene: SHC001	
Recombinant DNA reagent	Plasmid: Plko.1-Puro_ shPHF19L#1	This study		See Supplementary file 3
Recombinant DNA reagent	Plasmid: Plko.1-Puro_ shPHF19L#4	This study		See Supplementary file 3
Recombinant DNA reagent	Plasmid: Plko.1-Puro_ shPHF19L#B	This study		See Supplementary file 3
Recombinant DNA reagent	Plasmid: Plko.1-Puro_ shPHF19L#168	This study		See Supplementary file 3
Recombinant DNA reagent	Plasmid: Plko.1-Puro_ shPHF19L#55	This study		See Supplementary file 3
Sequence-based reagent	RT-qPCR primers	This study		See Supplementary file 3
Sequence-based reagent	ChIP-qPCR primers	This study		See Supplementary file 3
Commercial assay or kit	ChIP-IT High Sensitivity Kit	Active Motif	Active Motif #53040	
Commercial assay or kit	QIAquick PCR purification kit	Qiagen	Qiagen #28106	
Commercial assay or kit	RNeasy Plus Mini Kit	Qiagen	Qiagen #74134	
Commercial assay or kit	APC BrdU Flow Kit	BD Pharmingen	BD #552598	
Software, algorithm	Bowtie	PMID:19261174	RRID:SCR_005476	
Software, algorithm	MACS	PMID:18798982	RRID:SCR_013291	
Software, algorithm	DiffBind	PMID:22217937	RRID:SCR_012918	
Software, algorithm	R software	R Development Core Team, 2019	RRID:SCR_001905	
Software, algorithm	UCSC genome browser	PMID:29106570	RRID:SCR_005780	
Software, algorithm	Enrichr	PMID:27141961	RRID:SCR_001575	
Software, algorithm	TopHat	PMID:19289445	RRID:SCR_013035	
Software, algorithm	Cufflinks	PMID:22383036	RRID:SCR_014597	
Software, algorithm	SeqCode	http://ldicrocelab.crg.eu/	RRID:SCR_018070	Applications to generate ChIP-seq meta-plots, heat maps and boxplots of counts

### Cell lines and cell culture

The PC3 and DU145 prostate cancer cell lines are derived from bone and brain metastasis of prostate adenocarcinoma, respectively. They were cultured in Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS) (Gibco), 1 × L glutamine (Gibco) and 1 × penicilin/streptomycin (Gibco). RWPE1, a normal prostate epithelial cell line, was cultured in keratinocyte serum free medium (K-SFM) supplemented with 0.05 mg/ml bovine pituitary extract (BPE) and 5 ng/ml human recombinant epidermal growth factor (EGF). Cells used in this study were authenticated cell lines obtained from ATCC. Mycoplasma contamination tests gave negative results on all the cells used.

### Cell growth curve

About 20,000 cells were seeded in 1 ml medium in a 12-well plate for each condition (day 0); medium was changed every two day. Cells were counted on days 2, 4, 6, and 8, under a light microscope using a counting chamber with Trypan blue staining to exclude dead cells.

### BrdU cell proliferation assay

PC3 and DU145 cells were treated with 10 μM of BrdU solution for 30 min and 2 hr, respectively, and then analyzed for BrdU incorporation using APC BrdU Flow Kit (BD Pharmingen) according to manufacturer´s protocol. The percentage of BrdU-positive cells was analyzed by a Becton Dickinson FACSCanto flow cytometer.

### Transwell migration and invasion assay (Boyden chamber assay)

Cell invasion and migration experiments were performed using cell culture inserts (8 μm pore size, Transparent PET membrane; Corning) as the upper chamber, on 12-well Multiwells (Corning). For the invasion assays the upper membranes were coated with 100 µl Matrigel (Corning #356230). A total of 2 × 10^5^ DU145 cells (shCTR or shPHF19) in 400 µl of serum-free medium were seeded on the upper chamber. The lower chambers were filled with 1.4 ml of growth medium supplemented with 10% FBS. After a 24 hr incubation at 37°C and 5% CO2, non-migrated cells were gently removed from the upper side of the membrane using a cotton swab. The inserts were transfer to 70% ethanol for 10 min to allow cell fixation and air-dried for 15 min. The cells were stained with crystal violet 0.2% for 10 min and then with DAPI (1 µg/ml) for nuclei visualization. The migration assay was performed similarly to the invasion assay but without coating the upper membranes with Matrigel. Images of the stained cells were then captured under bright-field microscopy and cells from at least five randomly selected fields were counted for each experiment. Percentage of invasion was calculated as the ratio of cells that passed through the Matrigel-coated membrane divided by cells that migrated through the uncoated membrane ×100.For PC3 cells, FluoroBlok 24-Mutliwell Insert Plates (8 µm pore size, PET membrane, Corning) coated or not with Matrigel, were used. Cells were pre-labelled with 10 μg/ml DilC_12 _(Pasini and Di Croce, 2016) (BD Biosciences) fluorescent dye overnight at 37°C. The assay was performed according to manufacturer´s protocol. Fluorescence was read at wavelength of 549/565 nm (Ex/Em) using Tecan Infinite 200 Pro microplate reader.

Percentage of Invasion was calculated as the ratio of the mean RFU of cells that passed through the Matrigel coated membrane divided by the mean RFU of cells that migrated through uncoated membrane ×100. RFU = relative fluorescence units.

### In vitro HUVEC tube-formation assay

In vitro HUVEC tube formation assay was performed following a previously published protocol (Jm and Lung, 2012). Briefly, DU145 cells, shCTR and shPHF19L, were seeded and grown to 40% confluence. The growth medium was replaced with serum free DMEM and cells incubated for 24 hr. The conditioned medium (CM) was then harvested. Umbilical vein endothelial cells (HUVECs), grown at 70–80% confluency, were serum starved in Medium 200PRF for 3 hr prior to performing the tube formation assay. After serum starvation, cells were collected and resuspended in serum free DMEM at 4 × 10^5^ cells/ml. 500 μl of this HUVEC cell suspension were centrifuged at 4000 rpm for 3 min and resuspended in 500 μl of CM obtained from shCTR or shPHF19L DU145 cells, and supplemented with FBS to a final concentration of 1%. Cell suspension was plated in a 96-well plate (100 µl/well) pre-coated with growth factor-reduced Matrigel and incubated at 37°C, 5% CO2 for 6 hr. The cells were then visualized under the light microscope and images of the capillary network were taken.

### Calcium phosphate transfection

HEK-293T (2.5 × 10^6^) or Phoenix-AMPHO (2 × 10^6^) cells were plated onto a p10 plate. The following day, the calcium phosphate-DNA precipitates were prepared by pooling together the plasmids in 0.25 M CaCl2. While vortexing, calcium phosphate-DNA solution was added dropwise to an equal volume of HBS 2× (HEPES-buffered saline solution, pH 7.05: 0.28 NaCl, 0.05 M HEPES, and 1.5 mM Na2HPO4) at RT. After 30 min at RT, the solution was added to the HEK-293T cells for lentivirus production or Phoenix-AMPHO cells for retrovirus production. Cells were incubated 16 hr with the transfection mix, after that the medium was replaced. At 48 hr and 72 hr, medium containing viral particles was collected and filtered (0.45 μm filter).

### Lentivirus production and infection

Lentivirus were produced by transfecting HEK-293T cells with 10 μg CMVDR-8.91, 5 µg pCMV-VSV-G and 7 μg pLKO-shRNA (shCTR or shPHF19, Sigma) plasmids, using the calcium phosphate method. Medium containing the lentiviral particles was used to infect target cells 24 hr and 48 hr after seeding. Infected cells were selected with puromycin (1 μg/ml for DU145, and 2 μg/ml for PC3 cells).

### Retrovirus production and infection

For overexpression of FLAG-PHF19L or -PHF19S, retroviral vector pMSCV-puro (or pMSCV-neo for rescue experiments) was used. cDNA from PHF19L and PHF19S were cloned into pCMV-FLAG which was then used to PCR purify the FLAG-PHF19L and FLAG-PHF19S sequences and clone them into pMSCV. The pMSCVpuro-FLAG-PHF19S plasmid was digested with EcoRI to release PHF19S and generate pMSCVpuro-FLAG-empty vector. Retrovirus were produced by transfecting Phoenix cells with 10 μg of pMSCV-puro (or neo)-FLAG (empty/PHF19L/PHF19S) and 5 µg pCMV-VSV-G using the calcium phosphate method. For the infection, 2 ml of the medium containing the viral particles were added to each well in 6-well plate containing target cells, plus Polybrene 5 g/µl. The plates were spun at 1000 × g, 32°C for 90 min. The infected cells were then incubated for 3 hr at 37°C and the medium was replaced. Following a second round of infection, cells were selected with 2 μg/ml puromycin. shRNAs specifically targeting PHF19S were designed using http://hannonlab.cshl.edu/GH_shRNA.html and cloned into XhoI and EcoRI site of pLMP/MLP-Puro-GFP retroviral vector. Retrovirus were produced by transfecting Phoenix cells with 10 µg pMLP plasmid (MLP or shPHF19S) and 6.6 µg pCMV-VSV-G using the calcium phosphate method. For the infection, medium containing the viral particles was used to infect target cells. Three rounds of infections (2 hr each) were performed. Infected cells were selected using puromycin (2 μg/ml).

### Rescue experiments

DU145 cells were stably transduced with pMSCV-neo-FLAG-PHF19L or FLAG-empty by spinoculation as previously described (see Retrovirus production and infection). After neomycin selection, cells were infected with pLKO-shRNAs (shPHF19L#B or shCTR) and infected cells were selected with puromycin (see Lentivirus production and infection). shPHF19L#B targets the 3’ UTR of PHF19L and therefore only affects the expression of endogenous PHF19L.

### FLAG affinity purification and mass spectrometry

PC3 cells stably expressing FLAG-tagged constructs (PHF19L, PHF19S, or empty vector), were incubated in lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.5% Triton X-100, plus protease inhibitors) for 30 min on a rotating wheel at 4°C, followed by sonication for 3 cycles (10’ ON/30’ OFF) in a Bioruptor (Diagenode). The lysates were then clarified by centrifugation (15,000 × g, 30 min, 4°C). Cell lysates (5 mg) were incubated with 100 μl FLAG M2 affinity gel (SIGMA) 3 hr at 4°C. The beads were then washed three times with lysis buffer and twice with TBS. Two rounds of elution were performed with a buffer containing 6 M urea and 200 mM NaHCO_3_. Samples were eluted using a Thermoshaker at 1000 rpm, 30 min each, at room temperature. Eluted complexes were analysed by mass spectrometry (MS) at the UPF/CRG Proteomics Unit. About 10% of the eluates were used to validate the FLAG immunoprecipitation by Western blot. Proteins were considered to be interactors only when two or more peptides were assigned to the protein in two independent replicates, and none of its peptides were found in FLAG-empty.

### Preparation of protein extracts and western blot

Cell extracts for Western blot analysis were prepared in lysis buffer (25 mM Tris–HCl pH7.6, 1% SDS, 1 mM EGTA, 1 mM EDTA), incubated 10 min at 95°C, sonicated for 3 cycles (30’ ON/30’ OFF) in a Bioruptor (Diagenode) and centrifuged for 30 min at 13000 rpm at 4°C. Protein supernatant was quantified by Bradford assay, diluted in Laemmli buffer, and analyzed by SDS–PAGE. Western blot was performed as was previously described (Santanach et al., 2017).

### Co-immunoprecipitation (co-IP)

Cells were lysed in IP buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 5 mM MgCl_2_, 0.5% Triton X-100, plus with protease and phosphatase inhibitors) 30 min at 4°C, and sonicated (3 cycles, 10’ ON/30’ OFF) in a Bioruptor. The lysates were clarified by centrifugation (15,000 × g, 30 min, at 4°C) and soluble material was quantified by Bradford. Per IP, 60 µl Protein A or G Sepharose 4FastFlow Beads (GE Healthcare) pre-blocked with BSA (0.5 mg/ml) were conjugated to the specific antibodies (5 µg) for 3 hr in a rotating wheel at 4°C. Lysates (2 mg) were incubated overnight with the antibodies conjugated to the beads. The beads were then washed four times with IP buffer and eluted with Laemmli buffer. Eluates were separated over SDS–PAGE gels for Western Blot analysis.

### Cell fractionation

Cell fractionation was performed following Mendez and Stillman’s protocol (Méndez and Stillman, 2000) with few modifications. Briefly, 25 × 10^6^ cells were resuspended in 500 µl Buffer A (10 mM HEPES pH 7.9, 10 mM KCl, 1.5 mM MgCl2, 0.34 M sucrose, 10% glycerol, 1 mM DTT, 0.1% Triton X-100, plus protease/phosphatase inhibitors) and incubated 5 min. on ice (total fraction). After a low-speed centrifugation (5 min, 1,300 × g, 4°C), the supernatant was recovered and further clarified by a high-speed centrifugation (15 min, 15,000 × g, 4°C) to remove cell debris and insoluble aggregates (cytoplasmic fraction). Nuclear pellets were washed in Buffer A and resuspend in 50 µl of Buffer A (nuclear fraction). Nuclei were lysed by adding 500 µl of Buffer B (3 mM EDTA, 0.2 mM EGTA, 1 mM DTT, protease/phosphatase inhibitors), and incubated 30 min on ice. Chromatin was collected by centrifugation (5 min, 1,700 × g, 4°C), washed once in Buffer B, resuspended in 500 µl Buffer B.SDS (25 mM TrisCl pH 7.5; 1% SDS; 1 mM EDTA) and sonicated 4 cycles (15’ ON/45’ OFF) in a Bioruptor (Diagenode). Supernatant was recovered and further clarified by high-speed centrifugation (15 min, 15,000 × g, 4°C) (nucleoplasmic fraction). Aliquots of each fraction (10% of the volume) were collected, mixed with an equal volume of Buffer B.SDS 2 × and boiled 10 min. Proteins were quantified in the total fraction. Proportional volumes of each fraction were loaded for Western blot.

### Gene expression analysis

RNA was extracted using RNeasy mini kit (Qiagen) following the manufacturer’s instructions. cDNA was synthesized by reverse transcription from 1 µg of RNA using qScript cDNA synthesis kit (Quanta Biosciences). Real-time PCR reactions were performed using SYBR Green I PCR Master Mix (Roche) and the Roche LightCycler 480. Expression values were normalized to the housekeeping gene *RPLP0*. All primers used are listed in Supplementary file 3. For RNA-seq, RNA samples (triplicates) were quantified, and the quality evaluated using Bioanalyser. Libraries were prepared at the UPF/CRG Genomics Unit, using 1 ug total RNA and sequenced using the Illumina HiSeq2000 sequencer.

### Chromatin immunoprecipitation

Four 15 cm plates for each cell line were prepared at 70–80% confluency. Cells were crosslinked in 1% formaldehyde in DMEM for 10 min at RT. To stop the fixation, glycine was added to a final concentration of 0.125 M and incubated for 5 min at RT. Cell were then washed twice with ice cold PBS, harvested by gently scrapping on ice, centrifuged at 3,000 × g, 5 min, and cell pellets were frozen at −80°C until use. Chromatin preparation and ChIP experiments were performed with the ChIP-IT High Sensitivity Kit from Active Motif (#53040) according to the manufacturer’s instructions. ChIPs were performed using 5 µg/ChIP of the following antibodies: PHF19 (Cell Signaling #77271), EZH2 (Cell Signaling #5246), SUZ12 Abcam #ab12073), H3K27me3 (Millipore #07–449), MTF2 (Proteintech 16208–1-AP), JARID2 (Novus #NB100-2214), and control IgG (Abcam #ab172730). ChIP experiments of EZH2, SUZ12, H3K27me3 and MTF2 in control and PHF19L knockdown condition were performed with spike-in control. For this, an equal amount of *Drosophila melanogaster* S2 cell chromatin was added to each ChIP reaction (2.5% of the DU145 cell chromatin for H3K27me3 ChIPs, and 0.1% for the rest of the ChIPs), together with 1 μg of an antibody against a *Drosophila *specific histone variant, H2Av (Active Motif, catalog no. 61686).

A sample of 2 μl was used for ChIP-qPCR analysis. Real-time PCR reactions were performed using SYBR Green I PCR Master Mix (Roche) and the Roche LightCycler 480. All primers used are listed in Supplementary file 3.

For ChIP-seq experiments, library preparation was performed at the UPF/CRG Genomics Unit. The libraries were sequenced using Illumina HiSeq2000 sequencer.

Antibodies, primers and shRNAs used in this study are listed in Supplementary file 3.

### Bioinformatics analysis

#### ChIP-seq analysis

ChIP-seq samples containing spike-in were mapped against a synthetic genome constituted by the human and the fruit fly chromosomes (hg19 + dm3) and those without spike-in were mapped against the hg19 human genome assembly, using Bowtie with the option –m 1 to discard those reads that could not be uniquely mapped to just one region (Langmead et al., 2009). A second replicate of each sample was sequenced to evaluate the statistical significance of the results. MACS was run individually on each replicate with the default parameters but with the shift-size adjusted to 100 bp to perform the peak calling against the corresponding control sample (Zhang et al., 2008). DiffBind was initially run over the peaks reported by MACS for each pair of replicates of the same experiment to generate a consensus set of peaks (Ross-Innes et al., 2012). Next, DiffBind was run again over each pair of replicates of the same experiment - samples and inputs - to find the peaks from the consensus set that were significantly enriched in both replicates in comparison to the corresponding controls (categories = DBA_CONDITION, block = DBA_REPLICATE and method = DBA_DESEQ2_BLOCK). In all cases, DiffBind peaks with P value < 0.05 and FDR < 0.2 were selected for further analysis. The genome distribution of each set of peaks was calculated by counting the number of peaks fitted on each class of region according to RefSeq annotations. Promoter is the region between 2.5 Kbp upstream and 2.5 Kbp downstream of the transcription start site (TSS). Genic regions correspond to the rest of the gene (the part that is not classified as promoter) and the rest of the genome is considered to be intergenic. Peaks that overlapped with more than one genomic feature were proportionally counted the same number of times. Each set of target genes was retrieved by matching the ChIP-seq peaks in the region 2.5 Kbp upstream of the TSS until the end of the transcripts as annotated in RefSeq. The significance of the overlap between two gene sets was computed using the GeneOverlap R package (Fisher’s exact test). Reports of functional enrichments of GO and other genomic libraries were generated using the EnrichR tool (Kuleshov et al., 2016). The UCSC genome browser was used to generate the screenshots of each profile.

Aggregated meta-plots showing the average distribution of ChIP-seq reads of each sample against the control (IgG) around the TSS of each target gene (+/-5 Kbp) were generated by counting the number of reads for each region according to RefSeq and then averaging the values for the total number of mapped reads of each sample and the total number of genes in the particular gene set. To generate the aggregated plots showing the distribution of ChIP‐seq reads along the body of a metagene derived from a target gene set, each gene was converted into a uniform region of 100 positions to count the number of reads along this region, calculating the mean at each point of the resulting metagene profile afterwards. This graphical representation was integrated into the neighboring genomic region, calculated as described above. The aggregated plot showing the average distribution of PHF19L and H3K4me1 ChIP-seq reads for the collection of intergenic PHF19L peaks was generated by counting the number of reads around the summit of each peak and normalizing for the total number of peaks in this set. Boxplots showing the ChIP level distribution for each replicate of a particular ChIP-seq experiment against the control (IgG) on a set of genomic peaks were calculated by determining the maximum value on this region at this sample, which was normalized by the total number of reads. To generate the points in the scatterplots that represent the co-occupancy between PHF19L and EZH2/SUZ12/H3K27me3 at each replicate, the ChIP-seq intensities of each pair of samples shown here were calculated by determining the maximum value of each experiment inside the peaks of the final set of PHF19L peaks.

Aggregated plots of ChIP-seq shCTR and shPHF19L#4 samples containing spike-in were generated by counting the number of reads mapped in human for each gene and then normalizing these values for the total number of reads mapped on the fruit fly spike-in genome and the number of targets of the gene list, as previously described Orlando et al. (2014). Boxplots showing the ChIP level distribution for each replicate of a particular ChIP-seq experiment in shCTR and shPHF19L#4 conditions on a set of genes were calculated by determining the maximum value on the region +/-5 Kbp around the TSS of every gene in both samples. The resulting values of the samples including spike-in were corrected by the number of fly reads mapped of the sequencing experiment. Each point on the scatterplots of ChIP-seq intensities between shCTR and shPHF19L#4 conditions of EZH2/SUZ12/H3K27me3 were calculated by determining the maximum value of the sample inside each peak at each condition. These values were normalized by the corresponding number of fly spike-in reads in the same experiment. DiffBind was run for each pair of shCTR and shPHF19L#4 ChIP-seq replicates of EZH2/SUZ12/H3K27me3/MTF2 to identify the set of peaks that were significantly enriched in one of the conditions against the other (P value < 0.05). The heatmaps displaying the density of ChIPseq reads around the summit of each ChIP-seq peak were generated by counting the number of reads in this region for each individual peak and normalizing this value with the total number of mapped reads of the sample or the spike-in control, if available. Peaks on each ChIP heatmap were ranked by the logarithm of the average number of reads in the same genomic region.

#### RNAseq analysis

RNA-seq samples in triplicates were mapped against the hg19 human genome assembly using TopHat (Trapnell et al., 2009) with the option –g 1 to discard those reads that could not be uniquely mapped in just one region. Cufflinks and Cuffdiff (Trapnell et al., 2012) were run to quantify the expression in RPKMs of each annotated transcript in RefSeq and to identify the list of differentially expressed genes for each case (P value ≤ 0.05; FC ≥ 1.4). Expression values shown in the boxplots correspond to the average RPKMs across the 3 replicates in each condition.

### Accession numbers

Raw data and processed information of the ChIPseq and RNA-seq experiments generated in this article were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) repository under the accession number GSE135623.

## Data Availability

Raw data and processed information of the ChIPseq and RNA-seq experiments generated in this article were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) repository under the accession number GSE135623. The following dataset was generated: BlancoEBallareC2020PHF19 mediated regulation of proliferation and invasiveness in prostate cancer cellsNCBI Gene Expression OmnibusGSE13562310.7554/eLife.51373PMC706433732155117

How the deposited data were processed for this re-analysis (not part of the article)

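ChIP-seq of PHF19, EZH2, SUZ12, H3K27me3 and MTF2 in DU145 cells was examined from 14 peak lists and 5 tables of differential binding that the authors deposited. PHF19, EZH2 and SUZ12 peak lists of shCTR cells were used, and H3K27me3 and MTF2 peak lists of shCTR and shPHF19L#4 cells, with 2 replicates of each. The authors mapped the reads with Bowtie to hg19 (GRCh37), or to hg19 and the fly genome for samples with spike-in, kept reads that mapped to 1 place, and called peaks with MACS on each replicate against its control. The score of a peak is the authors' MACS score as deposited, except that the PHF19 list of replicate 1 holds what its header names as tags, and that the MTF2 lists of replicate 1 hold positions only. The log2 values are mean read concentrations of each group and their difference, as made by the authors with DiffBind from the MACS peaks. The P value and FDR of each region are the authors' own from the same DiffBind comparison, and the FDR covers all regions that they tested. For the comparison of PHF19 with input, the authors' methods name a DiffBind model with the replicate as a block. Only regions under the authors' thresholds are in the tables, and no table holds a value per replicate. The methods state that plots were scaled by fly spike-in reads and name no such scaling for DiffBind, and peak lists carry none.

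Peaks were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Coordinates are printed counted from 1. Peaks of both replicates that overlapped by at least 1 bp were merged, and a merged region with a peak from each replicate was kept. PHF19 regions were those of the authors' DiffBind table. Overlap was tested by shifting the PHF19 regions along their chromosome 100000 times (one-sided, numba 0.67.0), and the change in MTF2 overlap by McNemar's exact test. Target genes were compared by Fisher's exact test over 20163 protein-coding genes of GENCODE release 44 mapped to GRCh37 (scipy 1.17.1), one-sided for target genes of different proteins and two-sided for the paper's lists of deregulated genes. Differences of medians and correlations across regions or genes were tested with 100000 permutations, two-sided, and adjusted by the Benjamini-Hochberg method within each family. CpG density was counted in the genome sequence with pysam 0.24.0 and samtools 1.23.1. Figures were drawn with matplotlib 3.10.9. The shift test was tested on simulated data, in which 5.5% of 200 sets without association had a P value under 0.05. The simulated regions had 1 width and were placed uniformly at random on chromosomes of equal length. The simulation therefore does not cover regions that cluster at promoters.

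Promoters reached 2.5 kb to each side of a transcription start site, and target genes were those with a region between 2.5 kb upstream of the start site and the end of the gene. The number of regions that the authors tested was computed from the FDR, the rank and the P value of the regions listed. Symbols of the paper's gene lists that are no longer in use were matched by name through the RefSeq table of a later genome build. Genes were named by a rule set before the data were examined: every gene that the paper names as a PHF19L target, in a genome browser panel or as a ChIP-qPCR site, and the 5 PHF19 regions with the smallest P value. Lost regions were listed in addition, after their values were seen.

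The alternatives were a covered share of at least 50%, a MACS score of at least 100, each replicate left out, regions called in either replicate, PHF19 regions called by MACS in both replicates, an FDR under 0.05, an absolute log2 fold of at least 1, a promoter window of 1 kb, start sites only as target intervals, covered length in place of the number of regions, mean in place of highest scores, and autosomes only. Added after the data were examined were chance levels from random start sites, all annotated genes, each region counted once, the paper's list of PHF19 target genes, and genes with an H3K27me3 region as the background. The lists hold no read totals, so the depth of the libraries is unknown and no interval for counting error is given. Inputs, PHF19, EZH2 and SUZ12 peaks of shPHF19L#4 cells, RNA-seq and ChIP-qPCR values were not analysed here.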

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

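A signal was found in PHF19 peaks that the paper's list of binding regions leaves out. Of the 12990 PHF19 replicate 2 peaks outside the 1245 regions, 87 overlapped an EZH2 region called in both shCTR replicates. This is 0.670% of them, against 11.7 peaks or 0.0898% on average when the same peaks were shifted along their chromosomes (one-sided permutation test, p = 1e-05, the smallest that the shifts can give). Peaks placed without regard to EZH2 are therefore argued against as the whole source of the overlap. Of the 12990 peaks, 57 also overlapped a replicate 1 peak. The shifts do not keep the distance to promoters, so a preference of both proteins, or of ChIP reads in general, for promoters and open chromatin stays open, as does weak PHF19 binding. The 87 peaks are a small part of the list, and the others did not overlap an EZH2 region called in both replicates. The test was chosen after the main results had been seen. No biological explanation was tested, since inputs and PHF19 peaks of shPHF19L#4 cells were not analysed here.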

How the results depend on the processing

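Most alternatives were set before the data were examined. Those named below as added were chosen after seeing the data. Among the results that answer a comparison, 88 alternatives kept the direction and the side of the threshold or moved the value by less than the spread between replicates, 21 moved it by more and 1 reversed it. For the overlap of PHF19 regions, this count says little about the size of the share, since the P value stayed at the smallest that the permutations can give, and random start sites change the chance level and not the share. Across the alternatives with a test, the share ran from 22.1% to 65.6% for EZH2, from 1.93% to 18.0% for SUZ12, from 76.4% to 92.4% for H3K27me3, from 61.9% to 95.0% for MTF2 in shCTR and from 80.6% to 95.7% for MTF2 in shPHF19L#4. Among the values of single genes, 37 kept their call and 4 no longer passed at an FDR under 0.05, which were H3K27me3 at SHH, EPHB3 and NDRG2 and MTF2 at CXCR4.

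The direction that reversed was that of the H3K27me3 regions. Their ratio of shPHF19L#4 to shCTR was 2.40 with regions called in both replicates and ran from 0.895 without replicate 2 to 3.57 without replicate 1, so the increase rests on replicate 2. The MTF2 ratio was 2.13 and ran from 1.07 without replicate 1 to 1.68 without replicate 2. In replicate 2 the ratio was 1.55 among peaks with a MACS score of at least 100 and 1.87 among those of at least 200, so it was lower with the weaker peaks counted. The replicate 1 lists carry no score, and the same could not be examined there.

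With each replicate left out in turn, the share of PHF19 regions with a peak ran from 45.2% to 57.1% for EZH2, from 8.51% to 14.4% for SUZ12, from 87.3% to 87.9% for H3K27me3, from 61.2% to 94.8% for MTF2 in shCTR and from 79.5% to 95.6% for MTF2 in shPHF19L#4. The odds ratio between PHF19 and MTF2 target genes ran from 75.6 to 262 in shCTR and from 92.7 to 246 in shPHF19L#4. Without replicate 2, the MTF2 shares of 61.2% and 79.5% lay under those of regions called in both replicates, 62.3% and 80.7%, and the other shares lay above theirs. The cause was not tested.

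The shares of genomic classes depended on their definition. With a promoter window of 1 kb, promoters took 35.5% and gene bodies 35.8% of the counted overlaps, while the regions that overlapped a promoter numbered 750 against 795. With each region counted once, which was added, promoters took 63.9%, gene bodies 13.5% and the sequence between genes 22.7%. With all annotated genes, also added, these were 61.4%, 23.2% and 15.4%. Gained regions with an absolute log2 fold of at least 1 in the authors' tables numbered 232 for SUZ12 and 732 for MTF2. At an FDR under 0.05, 0 H3K27me3 regions were gained, against 1048 at a P value under 0.05. These numbers fall by construction, as the criterion is stricter.

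The difference in H3K27me3 gain between regions with and without PHF19 has no value at an FDR under 0.05, as no region is left. No paired analysis was possible because the authors' tables hold group means only, so the planned fit with the replicate as a block was not run. With 2 replicates per condition, and without read totals, a change in the number of peaks cannot be separated from a difference in depth.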

Differences from the paper's values

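H3K27me3 target genes of regions called in both replicates numbered 2657 in shCTR and 3780 in shPHF19L#4, against the paper's 4256 and 5918. The paper's methods take genes from DiffBind regions enriched over controls, and not from regions called in both replicates. Among the alternatives set before the data were examined, start sites only gave 2052 and 2913. This interval is narrower, and these numbers lay further from the paper's values. The peaks of replicate 2 alone gave 2979 and 5856, and those of replicate 1 alone gave 3955 and 3867. The first pair is within 1.5 times of the paper's values in both conditions, and the second in shCTR only.

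H3K27me3 regions called in both replicates numbered 9256 in shCTR and 22205 in shPHF19L#4, against the paper's 27938 and 46276. The paper's regions were selected with DiffBind against controls, which is another definition. With a MACS score of at least 100, a stricter criterion, the numbers were 4484 and 13255, further from the paper's values. Regions called in either replicate numbered 40412 in shCTR and 57042 in shPHF19L#4, above the paper's values. With 1 replicate alone, the numbers were 39254 and 35128 in replicate 1 and 15994 and 57026 in replicate 2, and the paper's values lie between those of the replicates in each condition.

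The share of PHF19 regions between genes was 26.8%, against 17% in the paper's results and 23% in its discussion. With a promoter window of 1 kb it was 28.7%, and with an FDR under 0.05 it was 26.5%, so none of the alternatives set before the data were examined closed the gap to 17%. All annotated genes in place of protein-coding genes gave 15.4%, and each region counted once gave 22.7%, and both were chosen after seeing the values.

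MTF2 target genes of regions called in both replicates numbered 1008 in shCTR and 1977 in shPHF19L#4, against the paper's 2011 and 2811. MTF2 regions numbered 1474 and 3136, against the paper's 3849 and 4949. These differences are smaller than the spread between the replicate lists, but that spread is too wide to tell whether the values differ. With all annotated genes, also added, MTF2 target genes numbered 1618 in shCTR and 3146 in shPHF19L#4.

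The paper states that IGFBP3 gained H3K27me3, and no H3K27me3 row of the authors' deposited table at a P value under 0.05 overlaps the gene, although peaks are present in all 4 lists. The paper also reports higher H3K27me3 by ChIP-qPCR at a set of PHF19L binding sites. IGFBP3 is among the ChIP-qPCR sites, and those values were not analysed here. Of the 8 upregulated genes that the paper's discussion names as gaining PRC2, 7 had a gained EZH2 region in the table (LOX, CXCR4, EGLN3, ADM, BMP4, SHH and WNT7A), and SOX9 had neither an EZH2 nor a SUZ12 region. The paper states that PHF19L target genes gained H3K27me3 strongly, and 33 of the 1245 PHF19 regions overlapped a gained H3K27me3 region of the table. The paper's plots of this are scaled by spike-in reads, and no such scaling is named for the table. No H3K27me3 region of the table passed an FDR under 0.05, so a missing row does not show that there was no gain. The paper states that H3K27me3 peaks increased, and in replicate 1 they fell from 39254 to 35128. The legend of the MTF2 comparison names the union of all MTF2 peaks, and 2485 of the 2546 regions in the table have the boundaries of the merged replicate 1 lists. HMGA2, which the paper names beside PHF19L target genes, has no PHF19 region in the authors' table.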

Other observations

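The tests of the chance level of the H3K27me3 gains, of the new H3K27me3 target genes, of the PHF19 peaks outside the listed regions and of CpG density behind smaller gains were chosen only after the main results had been seen. Tests on the authors' tables cover the regions under their P value threshold, and not all regions tested.

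EZH2 and MTF2 signal was higher in shPHF19L#4 in nearly all regions of the authors' tables, and 1 scaling factor between the libraries of the conditions is a candidate explanation. Among regions with the higher mean concentration, the median log2 gain of 718 EZH2 regions with PHF19 was 1.12 and that of 492 without was 1.23, a difference of -0.11 (two-sided permutation test, p = 1e-05, the smallest that the resamples can give). For MTF2 it was 0.84 over 742 regions and 0.92 over 531, a difference of -0.08 (two-sided permutation test, p = 1e-05). Before the test, any difference between these classes had been set to count against a scaling factor. That reading was given up after the result: differences this small show that gains vary by region, but leave open a shift common to all regions that makes up most of the gain. A change in scale and a global gain cannot be told apart from these tables alone, since they hold no spike-in reads and only regions under the P value threshold. The paper reports higher spike-in scaled signal of EZH2 and MTF2 after PHF19L depletion. It also reports higher ChIP-qPCR signal of both at a subset of PHF19L targets. Those measurements bear on this question and were not analysed here.

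The H3K27me3 regions at a P value under 0.05 are fewer than chance gives for the number of regions tested, but 99.9% of the 1049 were gained. Chance that acts on each region separately gives gains and losses in similar numbers and is argued against by this share. The share is also the observation that prompted the test. A chance difference between whole libraries could move all regions the same way, and the share cannot exclude it. A difference in scale or in replicate 2 alone stays open, and no biological explanation was tested apart from the condition itself.

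H3K27me3 peaks were fewer in shPHF19L#4 in replicate 1 and more in replicate 2. If weak peaks near the calling threshold were the source in replicate 1, the ratio would turn among stronger peaks. It was 0.881 among peaks with a MACS score of at least 200, and 0.770 at 1000, while that of replicate 2 rose from 3.57 to 21.7. This argues against weak peaks. A difference in depth or in the quality of the ChIP between libraries stays open. Target genes of regions called in both replicates, in shPHF19L#4 but not in shCTR, numbered 1270. Of them, 829 (65.3%) carried an H3K27me3 peak in replicate 1 of shCTR, 204 in replicate 2 and 297 in neither. The groups with a peak in replicate 1 and in replicate 2 overlap, since a gene can have peaks in both without a region called in both. Fewer peaks called in the replicate 2 shCTR library are possible as the source for most of these genes, but the share cannot test this. Of all replicate 1 shPHF19L#4 peaks, 79.1% were in the replicate 1 shCTR list, so a high share does not set these genes apart. Of 47414 replicate 2 shPHF19L#4 peaks without a replicate 2 shCTR peak, 42.2% were in the replicate 1 shCTR list. Fewer peaks called in the replicate 2 shCTR library would therefore leave part of the rise uncovered.

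EZH2 and MTF2 gains went together across the 1846 regions in both tables (Spearman's rho 0.649, Pearson's r 0.681). With CpG density, width and mean concentrations taken out, the partial rho was 0.579 (permutation test, p = 1e-05). For SUZ12 and MTF2 the rho was 0.583 and the r 0.617 over 467 regions, and the partial rho was 0.487 (same permutation test, p = 1e-05). Regions are not independent replicates. These values are consistent with the paper's proposal that MTF2 could be responsible for the gain in PRC2, and do not show the direction. The sample labels name inputs of the MTF2 experiment apart from the other inputs, with none for replicate 1 of shPHF19L#4. A bias common to all libraries of a condition stays open.

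EZH2 gains rose with CpG density across regions (Spearman's rho 0.559, Pearson's r 0.569), as did MTF2 gains (rho 0.368, r 0.361) and SUZ12 gains (rho 0.469, r 0.454), each with an adjusted p of 1.33e-05 from a permutation test over 4 targets. For H3K27me3 the coefficients differed, with a rho of -0.00871 (permutation test, p = 0.775, adjusted p = 0.775) and an r of 0.0615 (permutation test, p = 0.0463, adjusted p = 0.0463). A bias of the libraries that follows CpG density could give this, and so could recruitment by CpG-rich sequence, and neither is excluded. For EZH2, whose regions with PHF19 had the lower CpG density (a median of 4.89 against 5.23 per 100 bp), CpG density is argued against as the whole source of the smaller gains at PHF19 regions, since the difference was -0.0948 on the log2 scale with its linear trend taken out (permutation test, p = 1e-05). For MTF2, a lower CpG density at PHF19 regions would be needed, and their median was higher by 0.146 per 100 bp, a difference within chance (two-sided permutation test, p = 0.172). With the linear trend taken out, the MTF2 difference was -0.0902 (permutation test, p = 1e-05), so the trend is argued against as the whole source there too. The choice of regions by P value stays open for both proteins, since the regions without PHF19 were narrower and smaller gains in them may not have been listed.

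Among PHF19 target genes with a region in the authors' tables, upregulated ones gained less EZH2 than downregulated ones, by a difference of medians of -0.225 (permutation test, p = 0.00339), and less MTF2, by -0.215 (permutation test, p = 0.00198). With the trend on CpG density taken out, the differences were -0.225 for EZH2 and -0.214 for MTF2 (permutation test, p = 6.60e-04 and 6.90e-04), which argues against CpG density as the whole source. A smaller gain may go with upregulation, as a hypothesis found and tested on the same data. The test does not cover genes without a region, and the level of the genes before depletion stays open.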
